# Downstream signaling and genome-wide regulatory effects of PTK7 pseudokinase and its proteolytic fragments in cancer cells

**DOI:** 10.1186/1478-811X-12-15

**Published:** 2014-03-11

**Authors:** Vladislav S Golubkov, Alex Y Strongin

**Keywords:** Protein tyrosine kinase 7, PTK7, Cell migration, Cadherin-11, Metalloprotease, CREB, ATF1

## Abstract

**Background:**

The full-length membrane protein tyrosine kinase 7 (PTK7) pseudokinase, an important component of the planar cell polarity and the Wnt canonical and non-canonical pathways, is a subject of step-wise proteolysis in cells and tissues. The proteolysis of PTK7 involves membrane type-matrix metalloproteinase (MT1-MMP), members of the Disintegrin Domain and Metalloproteinase (ADAM) family, and γ-secretase. This multi-step proteolysis results in the generation of the digest fragments of PTK7. These fragments may be either liberated into the extracellular milieu or retained on the plasma membrane or released into the cytoplasm and then transported into the nucleus.

**Results:**

We employed the genome-wide transcriptional and kinome array analyses to determine the role of the full-length membrane PTK7 and its proteolytic fragments in the downstream regulatory mechanisms, with an emphasis on the cell migration-related genes and proteins. Using fibrosarcoma HT1080 cells stably expressing PTK7 and its mutant and truncated species, the structure of which corresponded to the major PTK7 digest fragments, we demonstrated that the full-length membrane 1–1070 PTK7, the N-terminal 1–694 soluble ectodomain fragment, and the C-terminal 622–1070 and 726–1070 fragments differentially regulate multiple genes and signaling pathways in our highly invasive cancer cell model. Immunoblotting of the selected proteins were used to validate the results of our high throughput assays.

**Conclusions:**

Our results suggest that PTK7 levels need to be tightly controlled to enable migration and that the anti-migratory effect of the full-length membrane PTK7 is linked to the down-regulation of multiple migration-related genes and to the activation of the Akt and c-Jun pathway. In turn, the C-terminal fragments of PTK7 act predominantly *via* the RAS-ERK and CREB/ATF1 pathway and through the up-regulation of cadherin-11. In general, our data correlate well with the distinct functionality of the full-length receptor tyrosine kinases and their respective intracellular domain (ICD) proteolytic fragments.

## Background

Pseudokinase PTK7 is a Wnt co-receptor and an essential regulator of planar cell polarity (PCP) and directional cell motility in vertebrate development and embryogenesis [1,2]. In humans, the full-length membrane PTK7 consists of seven extracellular immunoglobulin-like (Ig) domains, a transmembrane region, a juxtamembrane region and a catalytically inert cytoplasmic tyrosine kinase domain [3]. The earlier experimental data suggest that PTK7 directly interacts with β-catenin [4], Wnt proteins [5,6], plexins and semaphorins [7,8], RACK1 and PKCδ1, recruits Dishevelled [9,10] and regulates both the non-canonical Wnt/PCP and canonical Wnt pathways. Because of severe defects in neural tube closure, mice with PTK7 truncation died during embryogenesis [1]. Soluble PTK7 species inhibited angiogenesis by competing with the full-length PTK7 [11].

In contrast to its well-appreciated, crucial role in vertebrate development, the functional importance of the intact full-length PTK7 in malignancy is still a matter of debate. The expression levels of the PTK7 mRNA are highly elevated in colon, gastric, lung cancer and acute myeloid leukemia [12-16]. On the contrary, the levels of PTK7 are decreased in metastatic melanoma [17] and breast carcinoma [18]. Deletions of the chromosome arm 6p, in which the PTK7 gene is localized in humans, were reported in breast cancer [19] and melanoma [20]. Because pericellular proteolysis plays a primary role in cell migration, especially in the directional locomotion of tumor cells, it is likely that proteolysis and PCP converge to promote directed cancer cell migration. In agreement, the functionality of PTK7 is directly regulated by proteolysis. Ubiquitous membrane type-1 matrix metalloproteinase (MT1-MMP), arguably the primary enzyme in pericellular proteolysis and cancer cell migration, cleaves the PKP^621^↓LI sequence in the seventh Ig-like domain of membrane PTK7 and this cleavage results in the liberation of the N-terminal soluble PTK7 fragment (sPTK7) [21]. MT1-MMP proteolysis is followed by cleavage of the PEE↓S^690^ site in the C-terminal residual portion of PTK7 by ADAMs, including ADAM17. The ectodomain shedding by MT1-MMP and ADAMs is a prerequisite for the intramembrane cleavage of PTK7 by γ-secretase. This cleavage releases the C-terminal cytoplasmic tail fragment of PTK7 (ICD), which is then either degraded by the proteasome or transported to the nucleus [11,22].

The limited pre-existing data suggest that the full-length membrane PTK7 and its proteolytic products cause a contrasting effect on the efficiency of cell migration. Thus, the continuing presence of the full-length membrane PTK7 on the plasma membrane down-regulated the myosin light chain (MLC) phosphorylation (a downstream event of the Wnt/PCP pathway) and also reduced migration efficiency of fibrosarcoma HT1080 cells [21]. MT1-MMP proteolysis of PTK7 reversed the inhibitory effect of the full-length membrane PTK7, and resulted in the accumulation of the Stable N-terminal sPTK7 fragment in the extracellular milieu and promoted cell invasion of HT1080 cells [11,21,23]. Expression of the Chz PTK7 mutant that exhibited an additional PEK↓LK^503^ MT1-MMP cleavage site in the junction region between the fifth and the sixth Ig-like domains stimulated cell migration even further [23]. These effects suggest the existence of the intriguing and specific downstream mechanisms by which intact PTK7, its digest fragments and the homo- and heterodimeric complexes between the PTK7 membrane, soluble and intracellular portions control cell function. These mechanisms, however, have not been precisely investigated in the earlier works by us and others [11,21-23]. Understanding these mechanisms will shed additional light on the role that PTK7, alone as well as in combination with MT1-MMP, ADAMs and γ-secretase, plays in cancer cell migration.

In this study, we applied the genome-wide transcriptional and kinome profiling of HT1080 cells to gain insight into the role of the full-length membrane PTK7, and its mutant forms and proteolytic fragments in the downstream signaling and transcriptional events that directly control the efficiency of cell invasion.

## Results

### PTK7 in cell invasion

To evaluate in detail the effects of PTK7 and its proteolytic fragments on cell invasion, downstream signaling and genome-wide transcriptional regulation, we specifically employed fibrosarcoma HT1080 cells. These highly invasive cells express low endogenous levels of PTK7, but high levels of active MT1-MMP and ADAMs [11]. Because of these parameters, we could manipulate this pseudokinase functionality using HT1080 cells transfected with the recombinant PTK7 constructs. The cells we employed also included the PTK7 knock-out cells (shPTK7 cells), cells with the enforced overexpression of the original membrane PTK7 (PTK7 cells) and the Chuzhoi (Chz) mutant (Chz cells), and, lastly, cells, which overexpressed multiple truncated species of PTK7. These species represented the soluble, the membrane and the cytoplasmic digest fragments that were the result of PTK7 cleavage by MT1-MMP, ADAMs and γ–secretase (sPTK7, cPTK7/622-1070 and cPTK7/726-1070 cells) (Figure 1). In addition, because PTK7 functionality is directly linked to MT1-MMP, we isolated cells in which MT1-MMP was silenced by shRNA (shMT1 cells). We then co-expressed the shMT1 construct with the Chz mutant (shMT1-Chz cells). Expression of these constructs in the same cell system allowed us to determine their downstream effect more precisely.

**Figure 1:**
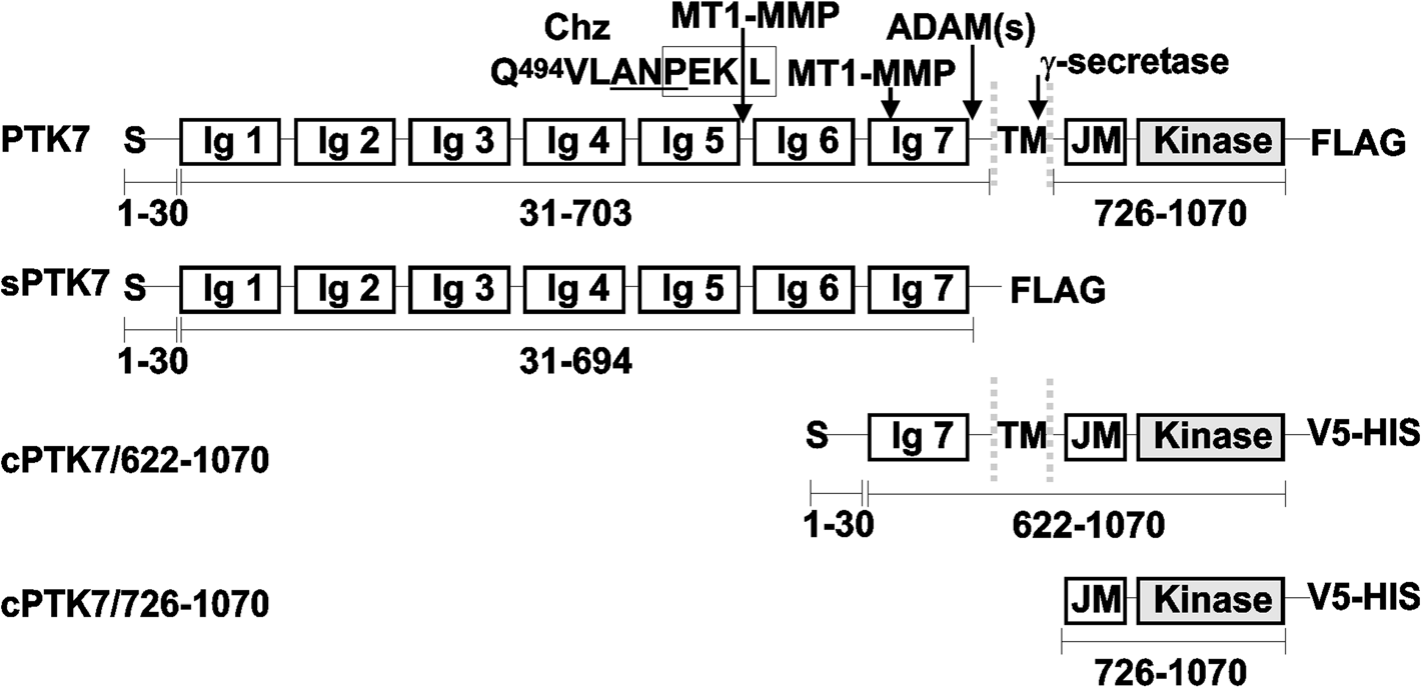
**PTK7 constructs: 1–1070 PTK7, 1–694 sPTK7, cPTK7/622-1070 and cPTK7/726-1070.** S, signal peptide, Ig, immunoglobulin-like domain, TM, transmembrane domain, JM, juxtamembrane region, KINASE, the catalytically inert kinase domain. The amino acid residue numbering is shown below the construct structure. MT1-MMP, ADAM and γ-secretase cleavage sites are indicated by arrows. The Chz mutation (Ala-Asn-Pro, underlined) results in an additional MT1-MMP cleavage site (Pro-Lys-Pro↓Leu^622^; boxed). FLAG and V5-HIS are the C-terminal tags in the recombinant constructs.

Our studies revealed that both transcriptional silencing and overexpression of PTK7 inhibited cell invasion by ~50% relative to the parental cells. In turn, Chz stimulated cell invasion by ~50% (Figure 2). Transcriptional silencing of MT1-MMP in shMT1-Chz cells reversed the stimulatory effect of Chz and suppressed cell invasion by ~90%, while MT1-MMP silencing alone (shMT1 cells) was less potent. The effects of sPTK7, cPTK7/622-1070 and cPTK7/726-1070 were less significant.

**Figure 2:**
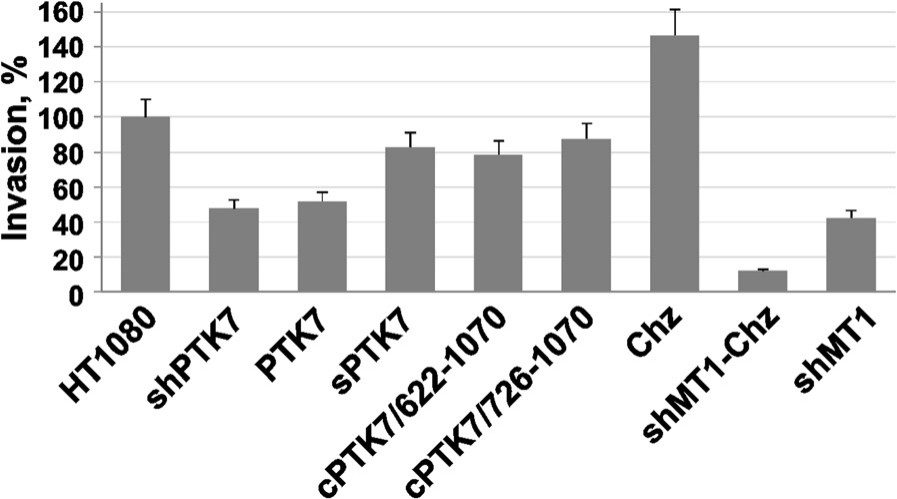
**Cell invasion in collagen type I-coated Transwells.** The levels of cell invasion are shown in percent (*error bars, S.D.*) relative to the HT1080 cell control ( = 100%). FBS (10%) in the lower chamber was used as an attractant. Cells were allowed to invade for 3.5 h. The assays were performed in triplicate.

### Cell microarrays

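RNA of HT1080 fibrosarcoma cells and of 6 lines derived from them was profiled on Illumina BeadChips, which measure transcripts with oligonucleotide probes. shPTK7 cells carried an shRNA against PTK7 and were a pool of 3 clones. The other lines expressed full-length PTK7 (residues 1 to 1070), its soluble fragment sPTK7 (residues 1 to 694), the C-terminal fragments cPTK7/622-1070 and cPTK7/726-1070, or the Chuzhoi mutant Chz. The HT1080 control is called parental in the paper and is labelled as transfected with a scrambled control in the deposited records. Cells were grown for 72 h, and hybridization took 750 ng of labelled cRNA and ran at 58 °C over 18 h. All 7 arrays lay on 1 chip, with 1 array per line. The deposited signals are mean bead signals with a detection p, the share of the array's negative control probes that are at least as bright. The non-normalized signals of the 47230 probes were background-corrected, quantile normalized and put on the log2 scale with limma, and each of the 20046 genes with a probe was represented by its probe with the highest mean signal. A signal below the lowest detected signal of its array was raised to that signal, so a fold with an undetected dimmer array is a lower bound. A gene was called when its fold against HT1080 cells was at least 2 and the brighter array had a detection p under 0.05. Between 19045 and 20515 probes were detected per array, and 13589 genes were detected on at least 1 array. With 1 array per line there was no replicate check and no test across samples, and the number of arrays limits the precision.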

To elucidate the genome-wide effects of PTK7 in its mutant and truncated forms, we performed a whole genome transcriptional analysis of the cells. The differentially expressed genes that exhibited at least a 2-fold difference relative to the parental cells are shown in Additional file 1: Table S1. The hierarchical gene clustering clearly indicated a high similarity among the sPTK7, Chz and PTK7 samples and, on the other hand, among the cPTK7/726-1070, cPTK7/622-1070 and shPTK7 samples (Figure 3A, B). Thus, 67% of the differentially expressed genes overlapped in cPTK7/622-1070 and cPTK7/726-1070 cells. 

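Of the 6 lines, cPTK7/622-1070 and cPTK7/726-1070 cells, both of which carry the C-terminal part of PTK7, had the highest Pearson correlation of log2 folds against HT1080 cells, 0.51 across 13589 genes. Next came sPTK7 and Chz cells at 0.48, then cPTK7/622-1070 and shPTK7 cells at 0.45. PTK7 and Chz cells, which differ by the Chuzhoi mutation, correlated at 0.23. The C-terminal fragments did not come first in 2 alternatives set in advance. By Spearman correlation sPTK7 and Chz cells came first (0.416), ahead of cPTK7/622-1070 with shPTK7 (0.408) and with cPTK7/726-1070 cells (0.407), and with the median of the 7 arrays as the reference sPTK7 and Chz cells correlated at 0.27, the C-terminal fragments at 0.15 and PTK7 and Chz cells at -0.04. Nor did they without normalization, with a floor of 200 and any probe, chosen after seeing the data (0.41, against 0.44 for cPTK7/622-1070 and shPTK7 cells). In average-linkage clustering of the 7 arrays, cPTK7/622-1070 joined cPTK7/726-1070 first and shPTK7 joined both, while sPTK7 joined Chz and PTK7 joined both. After centring each gene, PTK7 correlated at -0.14 with sPTK7, -0.25 with Chz and -0.17 with cPTK7/726-1070. It was thus nearer to cPTK7/726-1070 than to Chz. HT1080 cells fell on the branch of shPTK7 and the C-terminal fragments. With 75th percentile scaling, or with a detection p under 0.01, shPTK7 and the C-terminal fragments formed no branch of their own. With the HT1080 array left out, shPTK7 and the C-terminal fragments formed a branch at every setting clustered. In that tree PTK7, sPTK7 and Chz formed none without background correction, in the authors' normalized table, or, a setting chosen after seeing the data, without normalization and with a floor of 200. The correlations are across genes, which are not independent replicates, and all share the HT1080 array: lines with no change, simulated against 1 shared control with the noise of the closest pair of arrays, correlated at 0.50 on average (0.48 to 0.53 in 100 simulations). That pair is HT1080 and cPTK7/622-1070, a line compared here. The simulated 0.50 follows from giving control and lines equal noise, whatever its size, so it is no baseline for the correlations.

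**Figure D1:**
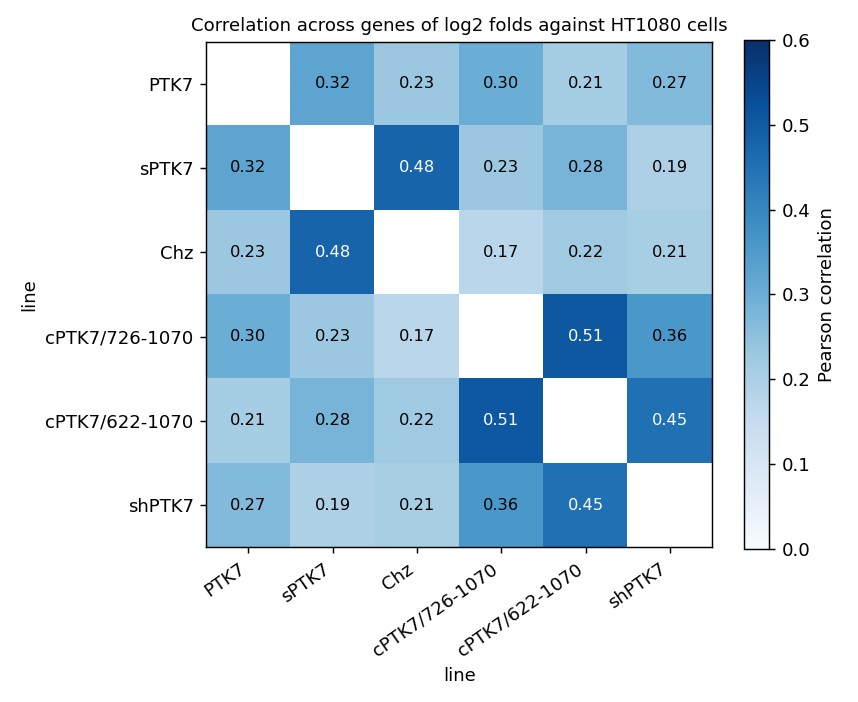
Pearson correlation across 13589 genes of log2 folds against HT1080 cells, for each pair of the 6 lines, with 1 array per line. Both axes list the lines, the shade gives the correlation, and the darkest cells are those of the C-terminal fragments (0.51) and of sPTK7 with Chz (0.48).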

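The 2 C-terminal fragments shared 99 called genes, of which 97 changed in the same direction, 38 up and 59 down. These were 50.5% of the 196 genes called in cPTK7/622-1070 cells, the shorter list (95% Wilson interval 43.6 to 57.4%). This interval treats genes as independent draws, which they are not, and measures no spread between arrays or cultures. Genes that moved together included CDH11, TEX19, VCX and VCX3A, which were higher in both lines, and THBS1, COL5A1 and ACTA2, which were lower in both. Independent lists of these lengths would share 1.41 genes up and 1.58 genes down. Pairs of unchanged lines simulated against 1 shared control shared 25.9% of the shorter list on average (17.6 to 35.4%). This is no matched baseline, because each simulated list held 175 genes on average, while the real lists held 196 and 415. Its noise also came from HT1080 against cPTK7/622-1070 cells, a line of this pair. The shared percent was 75% without background correction and 35.7% with the median of the 7 arrays as the reference.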

There was a 38.4% overlap between sPTK7 and Chz, and a overlap 44.5% between the sPTK7 and PTK7 samples. 

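sPTK7 and Chz cells shared 180 called genes, 77 of them up and 96 down in both lines and 7 in opposite directions. IL1B, ZNF22 and the interferon genes IFI44 and IRF9 were higher in both, and TMSB15A, BEX1 and the cancer/testis genes VCX and VCX3B were lower in both. The shared genes were 36.0% of the 500 genes called in sPTK7 cells. sPTK7 and PTK7 cells shared 195 genes, or 39.0% of the same list, with 67 up and 103 down in both and 25 in opposite directions. Among them, IL24, IL1B and CCL3 were higher in both lines, and CDH11, DCLK1 and AJAP1 were lower in both. Under independence, 5.06 genes up and 4.42 genes down would be shared by sPTK7 and Chz cells, and 6.16 up and 8.78 down by sPTK7 and PTK7 cells. The covariance of log2 folds was 0.11 for sPTK7 and Chz cells and 0.08 for sPTK7 and PTK7 cells, against 0.05 for simulated unchanged lines with a shared control. The correlations were 0.48 and 0.32, and with the median of the 7 arrays as the reference they were 0.27 and 0.07. The simulated lines correlated at 0.50 because control and lines were given equal noise. That value arises whatever the size of the noise, so it is no baseline for these correlations.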

The data analysis by the IPA software is described in more detail below.

**Figure 3:**
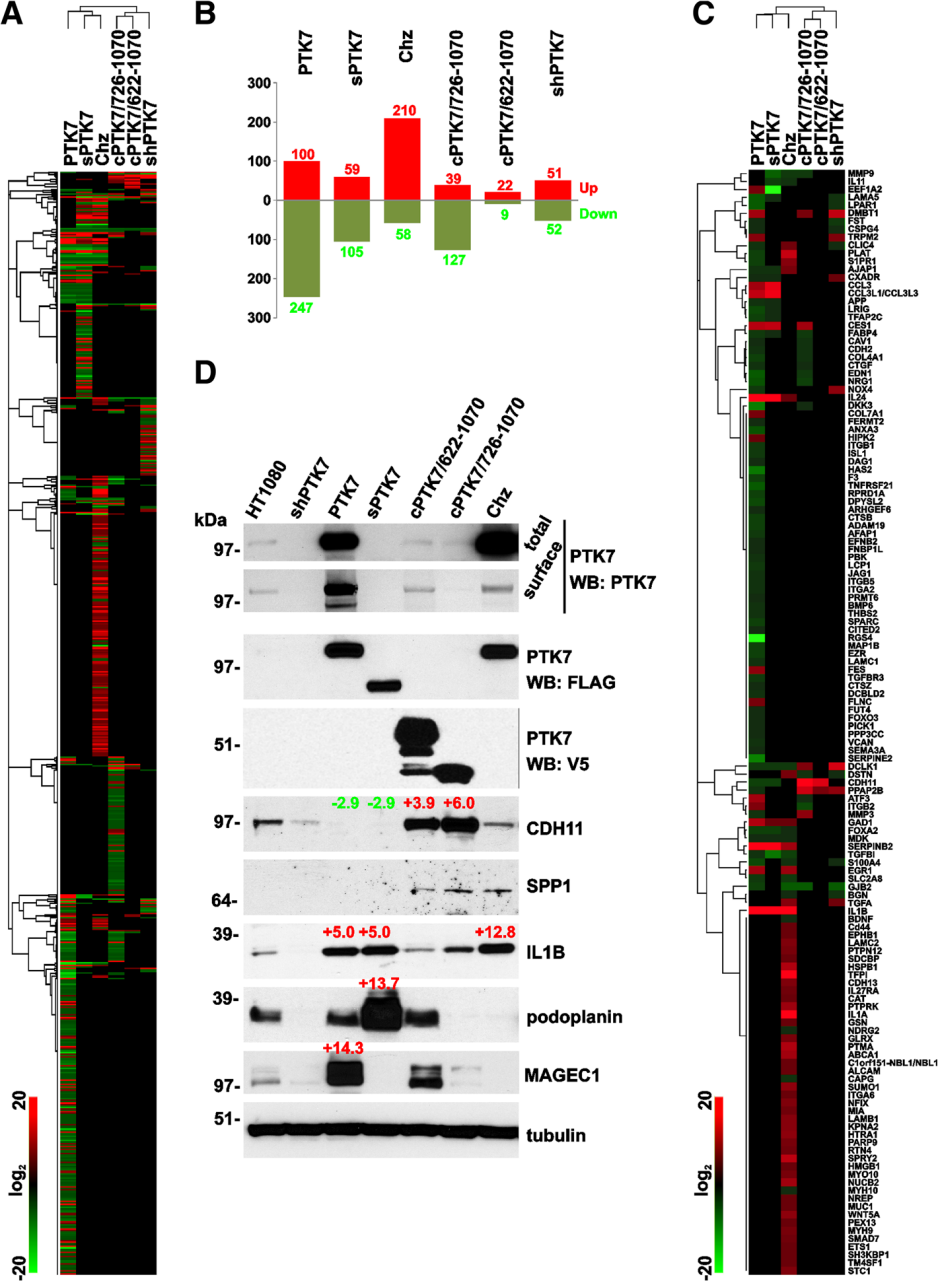
**Genome-wide transcriptional profiling. A**. Heat map and the hierarchical clustering of the expression data (log2 of expression level) of the differentially expressed genes in PTK7, sPTK7, Chz, cPTK7/726-1070, cPTK7/622-1070 and shPTK7 cells relative to the parental HT1080 cells. Red and green correspond to the high and the low expression levels, respectively (color bar inset). **B**. The number of differentially expressed genes in the samples. Numbers show the number of the up-regulated (red) and the down-regulated (green) genes relative to HT1080 cells. **C**. Heat map and the hierarchical clustering of the expression data (log2 of expression level) of the differentially expressed, cell motility-related genes in the cells (selected using the IPA software) relative to HT1080 cells (Additional file 2: Table S2). Red and green correspond to the high and the low expression levels, respectively (color bar inset). **D**. Expression level validation of the selected up-regulated genes by immunoblotting. *Top two panels*, PTK7 was analyzed using the PTK7 antibody in the total cell lysates (total) and the cell surface-biotinylated cell samples (surface). *Bottom panel,* The FLAG- and V5-tagged recombinant PTK7 constructs were analyzed using the FLAG and V5 antibodies (total cell lysate samples), respectively. CDH11, cadherin-11; SPP1, osteopontin; IL1B, interleukin 1β; PDPN, podoplanin; MAGEC1, melanoma antigen family C1. The numbers above the protein bands show the fold-difference of the differentially expressed genes as detected by transcriptional profiling. Tubulin, loading control.

### shPTK7 cells

shPTK7 cells with PTK7 knock-out exhibited up- and down-regulation of 51 and 52 genes relative to parental HT1080 cells, respectively. 

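Silencing of PTK7 was accompanied by higher expression of 162 genes and lower expression of 215 genes, each by at least 2-fold. The largest rises were of FRG2B (at least 39.4-fold) and PAEP, which encodes the secreted glycoprotein glycodelin (8.42-fold). FABP5, a fatty acid-binding protein, fell 17.6-fold and ATP9A, a phospholipid flippase, at least 17.2-fold. Of 21 detected target genes of p53, 4 rose and none fell. They were SESN1 (2.48-fold), TP53INP1 (2.06-fold), MDM2, which encodes the ubiquitin ligase of p53 (2.06-fold), and SESN2 (2.03-fold). The median log2 fold of the list was 0.39, above all of 10000 random lists of similar brightness. All gene lists were written after Tables S1 and S2 had been read, so such ranks are not independent of those tables. Of 11 replication-dependent histone genes, 3 fell and none rose, and the median log2 fold was -0.85, below all random lists. The actin-associated gene TAGLN fell 4.40-fold and ACTA2, smooth muscle actin, 2.04-fold, the 2 called genes among 17 SRF and contractile genes, whose median was -0.47. PTK7 itself was not detected in shPTK7 cells and was at least 1.94-fold lower. The floor of that array allowed no larger fold, so the cutoff could not be reached. Without background correction, 38 genes were up and 59 down. With the median of the 7 arrays as the reference, the median of the p53 list was 0.25 and that of the SRF and contractile list -0.18.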

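Several genes with roles in cell movement were higher in shPTK7 cells than in HT1080 cells. DMBT1, a scavenger receptor, rose at least 9.14-fold, FPR1, a receptor for formyl peptides, 4.53-fold and DCLK1, a microtubule-associated kinase, 4.26-fold. PDE4B rose 2.88-fold, PPAP2B 2.76-fold, NOX4 2.57-fold, TGFA 2.33-fold and LIN28B 2.19-fold. Others were lower. GJB2, a connexin of gap junctions, fell at least 12.9-fold, the proteoglycan gene CSPG4 4.40-fold, SIRPA 4.39-fold, the lysophosphatidic acid receptor gene LPAR1 3.62-fold, BGN 3.54-fold, S100A4 2.59-fold and IL8 2.32-fold. Of the 85 pro-migratory genes of Table S2 with a probe, 5 were up and 12 down in these cells. With a floor of 200 and any probe, chosen after seeing the data, 5 were up and 5 down without normalization between arrays. At that floor and probe rule the authors' normalized table gave 5 up and 6 down. Table S2 was drawn up from these same arrays, so the directions of its genes are not independent evidence. TRPM2 could not be matched to a probe.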

The pro-migratory genes were either up-regulated (including DCLK1, DMBT1, FPR1, PPAP2B, NOX4, TRPM2, TGFA, PDE4B and LIN28B) or down-regulated (including S100A4, CSPG4, IL8, LPAR1, BGN, SIRPA and GJB2) in shPTK7 cells (Additional file 2: Table S2). As identified by IPA, Cell-to-Cell Signaling and Interaction, and Cellular Movement were the primary molecular and cellular functions that are likely to be affected in shPTK7 cells.

### PTK7 cells

PTK7 cells with the overexpression of the full-length membrane PTK7 exhibited the up- and down-regulation of 100 and 247 genes relative to HT1080 cells, respectively. 

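Cells that overexpressed full-length PTK7 had the most changes of the 6 lines, with 335 genes at least 2-fold up and 477 at least 2-fold down. The DNA repair gene MGMT rose 13.6-fold, GAL, which encodes the neuropeptide galanin, at least 13.5-fold and the small nucleolar RNA SNORA12 13.3-fold. ARMCX2 fell at least 59.5-fold, SERINC2 at least 24.8-fold, RGS4, a regulator of G protein signaling, 20.2-fold, the hedgehog-interacting protein gene HHIP 16.8-fold and LRRC17 at least 15.7-fold. The probe that represents PTK7 read 1.08-fold higher in PTK7 cells than in HT1080 cells, and it is not known whether this probe lies within the construct. Without normalization between arrays, with signals under 200 raised to 200 and any probe of a gene allowed, a setting chosen after seeing the data, 94 genes were up and 234 down. Without background correction, 118 were up and 180 down.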

46 (18%) of the down-regulated genes were directly linked to cell migration, including HAS2, LPAR1, TNFRSF21, EDN1, ANXA3, NRG1, S100A4, GJB2, MAP1B, S1PR1, F3, EZR, SPARC, PLAT, CDH11, CTSB, TFAP2C, LCP1, NOX4, DCLK1, ITGB1, FABP4, AFAP1, PPAP2B, CDH2, ITGA2, MMP3, BMP6, PBK, VCAN, ITGB5, THBS2, CTGF, TGFBI, AJAP1, APP, CAV1, CSPG4, ARHGEF6, EFNB2, PRMT6, CTSZ, FNBP1L, MDK, FUT4, and PICK1. In addition, four anti-migratory genes (EEF1A2, GAD1, CES1 and IL24) were up-regulated in PTK7 cells (Figure 3C; Additional file 2: Table S2). 

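Of the 46 migration genes that the paper lists as down-regulated in PTK7 cells, 41 fell at least 2-fold, none rose, and the median fold was 3.04. The hyaluronan synthase gene HAS2 fell 12.8-fold, LPAR1 at least 11.6-fold, EDN1, which encodes endothelin, 8.55-fold, DCLK1 5.98-fold, S100A4 5.48-fold, S1PR1, a receptor for sphingosine phosphate, 5.46-fold, and the plasminogen activator gene PLAT 5.11-fold. The 5 that did not reach the cutoff were also lower, FNBP1L by 1.99-fold, APP by 1.85-fold, CAV1 by 1.81-fold, ITGB1 by 1.69-fold and MAP1B by at least 1.67-fold. MAP1B was not detected in PTK7 cells, and the floor allowed no larger fold. Among 32 detected genes of matrix proteins, 13 fell and 1 rose. COL6A3 fell 7.33-fold, the laminin gene LAMA5 4.64-fold and VCAN, which encodes versican, 4.02-fold. The median log2 fold of the list was -0.54, below all of 10000 random lists of similar brightness, and -0.17 with the median of the 7 arrays as the reference. Of 30 pericellular proteases and inhibitors, 8 fell and none rose, among them SERPINE2 (6.32-fold), MMP3 (3.15-fold) and ADAM19 (2.96-fold). Both lists were written after Tables S1 and S2 had been read. They share genes with the 46, such as VCAN and MMP3, so they are not independent evidence either. In all, 42 of 85 pro-migratory genes of Table S2 were down and 12 up in PTK7 cells. The study chose these genes on these same arrays, so their direction is not independent evidence.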

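IL24, a cytokine of the IL10 family, rose 32.9-fold in PTK7 cells, the largest rise in this line when each gene is represented by its brightest probe. GAD1, the glutamate decarboxylase gene, rose 3.84-fold, the carboxylesterase gene CES1 3.84-fold and EEF1A2, a translation elongation factor, 2.32-fold. Of 31 genes of Table S2 with a probe that are marked as anti-migratory, 4 were up and 13 down in PTK7 cells. Of the 14 marked as affecting migration either way, 1 was up and 9 were down.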

Multiple down-regulated pro-migratory genes are directly linked with focal adhesions and cellular protrusions, and organization of the actin cytoskeleton (JAG1, FERMT2, DPYSL2, LCP1, NFIB, EDN1, BMP6, SGK1, PLAT, S1PR1, LAMC, CTGF, CAV1, LPAR1, DCLK1, EZR, CDH2, ITGB1, DAG1, AKAP12, MAP1B, NEFL and NTNG1). 

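Of the 21 genes with a probe among those of the cytoskeleton and cell contacts that the paper lists as down in PTK7 cells, 16 fell and none rose. The paper chose them on these same arrays, so their direction is not independent evidence. The neurofilament gene NEFL fell at least 5.46-fold, BMP6 3.98-fold, NTNG1 3.86-fold, the Notch ligand gene JAG1 3.58-fold, DPYSL2 3.26-fold, the actin-bundling protein gene LCP1 2.87-fold, EZR, which encodes ezrin, 2.57-fold and the cadherin gene CDH2 2.42-fold. SGK1 (1.97-fold lower) and FERMT2 (1.995-fold lower) stayed short of the cutoff, as did ITGB1 and CAV1. MAP1B, not detected in PTK7 cells, could not reach it because of the floor. DAG1 could not be matched to a probe, and LAMC does not name a single gene. Among 17 detected SRF and contractile genes, listed after Tables S1 and S2 had been read, 5 fell and none rose, with TAGLN 6.67-fold, the caldesmon gene CALD1 3.73-fold and the tropomyosin gene TPM4 2.65-fold lower. Of 16 integrin genes, ITGA2 (2.41-fold) and ITGB5 (2.19-fold) fell, while ITGB2 (2.56-fold) and ITGA11 (2.02-fold) rose, and the median log2 fold was -0.42. From its data on PTK7 cells as a whole, pathway predictions included, the paper proposes that transcriptional control of migration genes has a part in the anti-migratory function of full-length PTK7.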

Naturally, the most effected molecular and cellular functions predicted by the IPA software analysis were Cellular Movement, Cell Death and Survival, Cellular Assembly and Organization, Cell-to-Cell Signaling and Interaction, and Cellular Development. The affected gene pattern suggested that multiple pathways are likely to be suppressed such as CREBBP, WNT3A, CTNNB1 and TP53. 

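Gene lists moved both ways in PTK7 cells. Of 19 detected targets of CREB, a transcription factor activated by cyclic AMP signaling, 6 rose and 2 fell, with EGR1 5.90-fold, ATF3 3.88-fold, FOSB 3.72-fold and RGS2 3.03-fold higher. The median log2 fold of this list was 0.61, above all of 10000 random lists, and 0.26 with the median of the 7 arrays as the reference. Of 21 p53 targets, SESN2 rose 2.95-fold and TNFRSF10B, a death receptor gene, fell 2.04-fold, and the median was 0.51 (0.33 without normalization between arrays, with a floor of 200 and the brightest probe, chosen after seeing the data). Of 12 Wnt/beta-catenin targets, 3 fell and none rose, TNFRSF19 by 3.73-fold, AXIN2 by at least 2.66-fold and ZNRF3 by 2.17-fold. The median of the Wnt list was -0.10, at percentile 14.6 of the random lists, but -0.29 with no floor or with any probe and -0.002 with 75th percentile scaling. Of 27 planar cell polarity and Wnt receptor genes, 4 fell, among them VANGL2 (at least 2.68-fold) and FZD8 (2.60-fold).

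**Figure D2:**
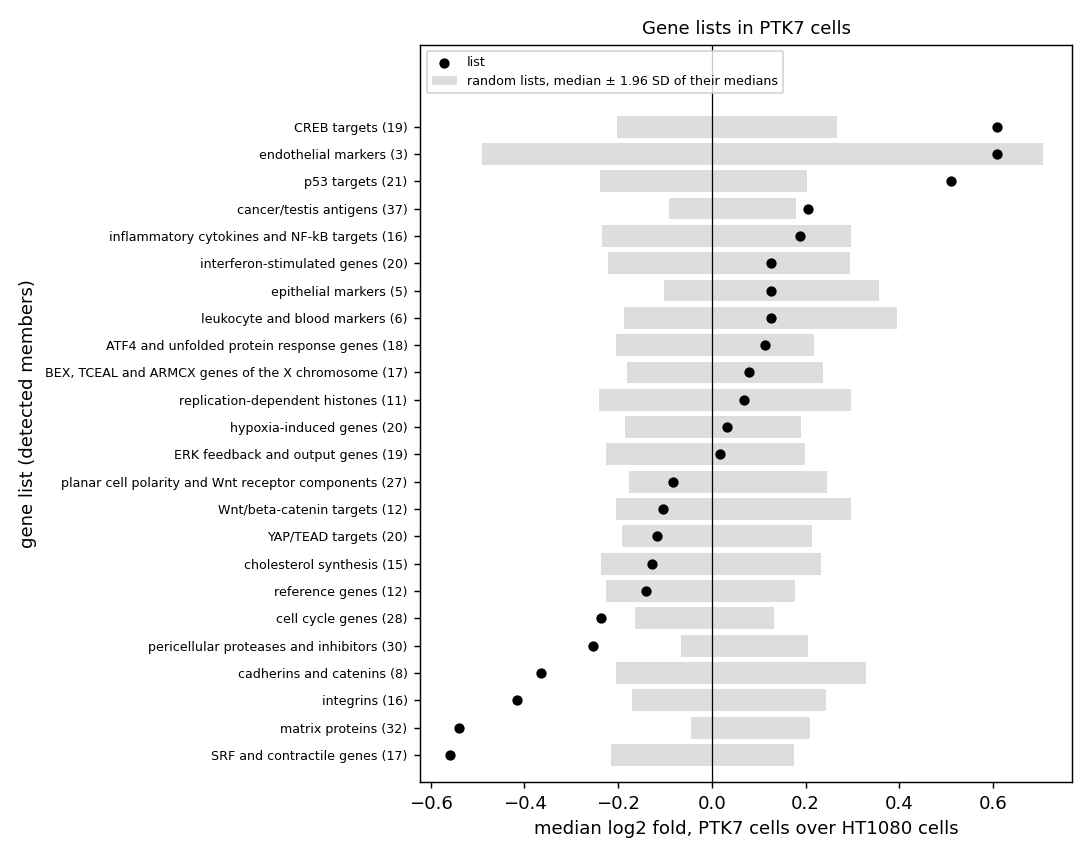
Median log2 fold of each of 24 gene lists in PTK7 cells over HT1080 cells (points), against the median of random lists of the same size and brightness with the range that would hold 95% of normally distributed medians (bars), 1 array per line. The CREB list and the 3 detected endothelial markers lie highest at 0.61, and the SRF and contractile list lowest at -0.56 (-0.19 with the median of the 7 arrays as the reference).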

Overall, the data suggest that the regulation of transcriptional activity of the migration-associated genes plays a significant role in the anti-migratory function of the full-length membrane PTK7.

### Chz cells

In Chz cells, 210 and 58 genes were up- and down-regulated relative to HT1080 cells, respectively. 

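In Chz cells, 275 genes were at least 2-fold higher and 240 at least 2-fold lower than in HT1080 cells. The zinc finger gene ZNF22 rose at least 16.2-fold, TFPI, an inhibitor of the tissue factor pathway, at least 13.6-fold and CILP at least 12.9-fold. BEX1 fell 39.0-fold, TMSB15A, a thymosin beta gene, at least 35.1-fold and the cancer/testis gene MAGEA1 16.4-fold. Of 20 detected interferon-stimulated genes, 7 rose and none fell, OAS2 by at least 4.38-fold, IRF9 by 4.01-fold and IFIT1 by 3.32-fold. Of 37 cancer/testis genes, 8 fell and none rose, among them PAGE1 (at least 10.3-fold), VCX3B (8.77-fold) and VCX (8.39-fold). The related genes VCX3B and VCX read 244 and 242, so they may not be separate changes. Of all calls in Chz cells 53.4% were up. From signals not normalized between arrays, with a floor of 200 and any probe, 192 genes were up and 58 down, or 76.8% up, and the median log2 ratio of Chz over HT1080 signals before normalization was 0.08. Without background correction, 78 were up and 78 down.

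**Figure D3:**
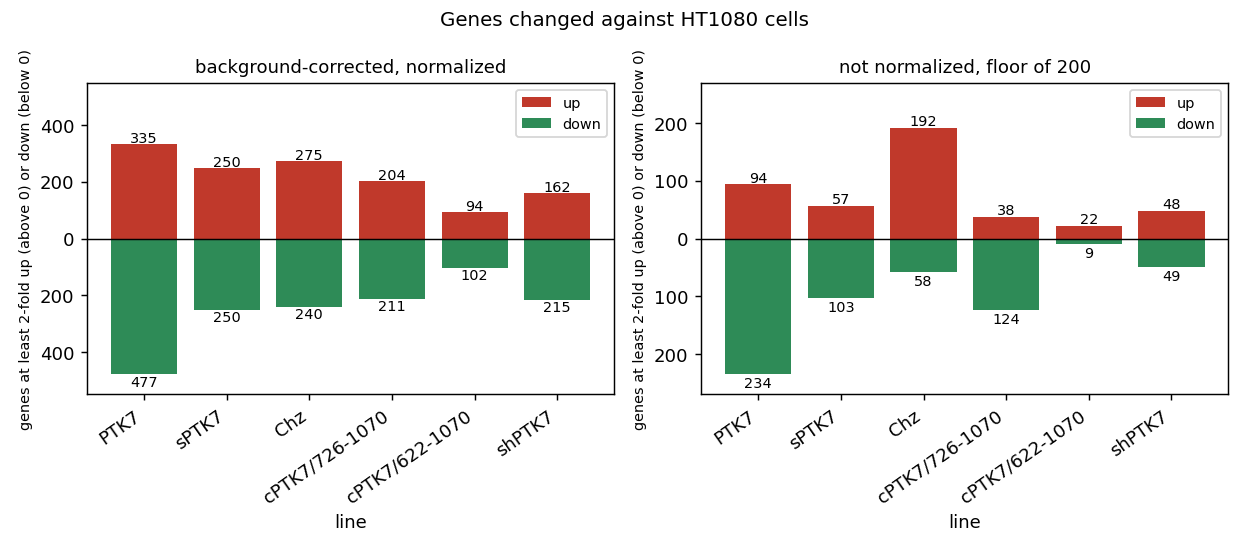
Number of genes at least 2-fold up (above 0) and down (below 0) against HT1080 cells in each of the 6 lines, 1 array per line, from background-corrected and normalized signals (left) and from signals not normalized between arrays, with a floor of 200 and any probe (right). Chz cells have 275 up and 240 down on the left and 192 up and 58 down on the right.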

In sharp contrast with PTK7 cells, 30 (14%) of the up-regulated genes were pro-migratory (IL1B, IL1A, PLAT, HSPB1, ABCA1, SERPINB2, NUCB2, EGR1, WNT5A, SUMO1, S1PR1, LAMB1, TGFA, KPNA2, MYO10, PTPN12, PARP9, AJAP1, MYH9, MIA, ETS1, NREP, CD44, HMGB1, SDCBP, EPHB1, ITGA6, TM4SF1, GSN, and ALCAM) (Figure 3C; Additional file 2: Table S2). Furthermore, NDRG2 and FOXA2, which are negative regulators of cell motility, were down-regulated. 

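Of the 28 listed pro-migratory genes with a probe, 17 rose at least 2-fold in Chz cells, and all 28 read higher than in HT1080 cells. The interleukin gene IL1A rose 10.7-fold, EGR1 4.32-fold, the heat shock protein gene HSPB1 4.30-fold, MIA 4.14-fold, PLAT 3.59-fold, the cholesterol transporter gene ABCA1 3.24-fold and WNT5A 3.23-fold. The integrin gene ITGA6 rose 2.03-fold and the gelsolin gene GSN 2.47-fold. The 11 below the cutoff ran from KPNA2 at 1.04-fold and ETS1 at 1.11-fold to SDCBP at 1.92-fold and AJAP1 at 1.98-fold higher, with CD44 at 1.62-fold and MYH9 at 1.67-fold. SERPINB2 could not be matched to a probe. Over Table S2, 17 pro-migratory genes were up and 16 down among 85 with a probe. The study drew this list from these same arrays, so its direction is not independent evidence. From signals not normalized between arrays, with a floor of 200 and any probe, a setting chosen after seeing the data, 28 of the 28 listed genes were called, and 28 pro-migratory genes of Table S2 were up and 11 down.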

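NDRG2 was 3.95-fold lower in Chz cells and FOXA2, a forkhead transcription factor gene, 3.52-fold lower. Of 31 anti-migratory genes of Table S2 with a probe, 8 were up and 3 down in these cells, and 14 were up and 2 down without normalization between arrays, with a floor of 200 and any probe. Among the Wnt/beta-catenin targets, DKK1, a secreted inhibitor of Wnt signaling, fell 3.01-fold and AXIN2 2.70-fold.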

In agreement, Cellular Movement, Cellular Growth and Proliferation, Cell-to-Cell Signaling and Interaction, Cell Cycle, Cell Death and Survival were recognized as the most probable enhanced molecular and Cellular functions in Chz cells. Up-regulation of these cellular functions is likely to involve activation of the IL1B, EGF, RAF1 and down-regulation of the DKK1 pathways.

### sPTK7 cells

59 and 105 genes were up- and down-regulated in sPTK7 cells, respectively. 

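In sPTK7 cells, 250 genes were up and 250 down by at least 2-fold. LRRC38 rose at least 71.9-fold, ZNF22 at least 35.4-fold and the chemokine gene CCL3L3 at least 14.6-fold. EEF1A2 fell 37.4-fold, VCX3B at least 36.0-fold, VCX at least 34.2-fold, TMSB15A at least 33.3-fold and FABP5 at least 28.5-fold. SRF and contractile genes read higher, with a median log2 fold of 0.40, above all of 10000 random lists (0.23 without normalization between arrays, with a floor of 200 and the brightest probe), although only MYH9 (2.10-fold) and TAGLN (2.06-fold) of 17 passed the cutoff. Genes of cholesterol synthesis read lower, with a median of -0.41 over 15 genes, below all random lists (-0.20 with the median of the 7 arrays as the reference), and HMGCS1 fell 2.32-fold. Of 20 interferon-stimulated genes, 4 rose and none fell, IFI27 by 7.51-fold and IFITM1 by 2.54-fold. PTK7 was not detected in sPTK7 cells and was at least 1.76-fold lower. The floor of that array allowed no larger fold, so the cutoff could not be reached. It is not known whether the probe lies within the construct. The split was 57 up and 103 down without normalization between arrays, with a floor of 200 and any probe, and 73 up and 82 down without background correction. Both settings with that floor were chosen after seeing the data.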

The pro-migratory genes were either up-regulated (including IL1B and CCL3) or down-regulated (including CDH11, MMP9, DCLK1, AJAP1) in sPTK7 cells (Figure 3C; Additional file 2: Table S2). 

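CCL3, a chemokine gene, was not detected in HT1080 cells and was at least 13.7-fold higher in sPTK7 cells. DCLK1 fell at least 6.92-fold, the gelatinase gene MMP9 5.39-fold and AJAP1 3.68-fold. Each of the listed genes passed the cutoff in the listed direction. Of 85 pro-migratory genes of Table S2, 5 were up and 11 down, and of 31 anti-migratory genes 4 were up and 4 down. The table was drawn up from these same arrays, so this is not independent evidence. Among the protease genes, MMP1 rose at least 3.03-fold.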

The affected molecular and cellular functions predicted by the IPA were Cell-to-Cell Signaling and Cellular Movement.

### cPTK7/726-1070 cells

These cells expressed the C-terminal 726–1070 membrane fragment that is generated by γ-secretase cleavage of PTK7 and that can be either degraded or transported into the nucleus [11]. 39 and 127 genes were up- and down-regulated in cPTK7/726-1070 cells as compared with HT1080 cells, respectively. 

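In cPTK7/726-1070 cells, 204 genes were up and 211 down by at least 2-fold. CILP rose at least 18.7-fold and SBSN, which encodes suprabasin, 7.97-fold. THBS1, the gene of the matrix protein thrombospondin, fell 12.8-fold, GJB2 at least 11.6-fold and OCIAD2 at least 9.55-fold. Matrix protein genes read lower, with a median log2 fold of -0.50 over 32 genes, 4 of which fell and none of which rose, COL5A1 by at least 6.91-fold and COL4A1 by 2.31-fold. Of 17 SRF and contractile genes, 5 fell and none rose, ACTA2 by 4.54-fold, TAGLN by 4.15-fold and TPM1 by 2.89-fold. Of 20 targets of YAP and TEAD, 4 fell and none rose, among them CYR61 (2.45-fold) and NUAK2 (2.59-fold), with a median of -0.54. The medians of the 3 lists lay below all of 10000 random lists. With the median of the 7 arrays as the reference, however, the matrix median was 0, that of the SRF and contractile list -0.25 and that of the YAP and TEAD list -0.26. A fall that most lines share is hidden by this reference. From signals not normalized between arrays, with a floor of 200 and any probe, a setting chosen after seeing the data, 38 genes were up and 124 down. Without background correction, 56 were up and 56 down.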

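The matrix metalloproteinase gene MMP3 was 3.39-fold higher in cPTK7/726-1070 cells and DCLK1 3.29-fold higher. ATF3, a transcription factor gene of the stress response, was 3.05-fold lower, MMP9 2.42-fold, CDH2, which encodes N-cadherin, 2.14-fold and DSTN, which encodes the actin-severing protein destrin, 2.06-fold. CAV1 read 1.67-fold lower and DKK3 1.26-fold lower, short of the cutoff. Of 85 pro-migratory genes of Table S2, 7 were up and 8 down. Since the table was drawn up from these same arrays, this count is not independent evidence.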

The pro-migratory genes were either up-regulated (including CDH11, MMP3 and DCLK1) or down-regulated (including DKK3, CAV1, CDH2, MMP9, ATF3 and DSTN) in cPTK7/726-1070 cells (Figure 3C; Additional file 2: Table S2). The IPA-predicted pathways involved HRAS and KRAS, FGF1, PI3K, MAP2K1, TGFβ, RAC1, MYCN, while Cell Morphology, Cellular Movement, Cell Death and Survival, Cellular Development, Cellular Growth and Proliferation represented the predicted molecular and cells functions.

### cPTK7/622-1070 cells

Only 22 and 9 genes were up- and down-regulated, respectively. As a result, statistically relevant data analysis was not possible in these cells. 

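In cPTK7/622-1070 cells, 94 genes were up and 102 down by at least 2-fold, the fewest of the 6 lines. OCIAD2 fell at least 10.1-fold, TAAR5, a trace amine receptor gene, at least 4.98-fold, FABP5 4.84-fold and PXDN, which encodes the matrix peroxidase peroxidasin, 4.20-fold. These falls were not particular to this line. TAAR5 fell at least 4.42-fold in each of the 6 lines, and FABP5 fell in 5. OCIAD2 also fell at least 10.7-fold in shPTK7 and at least 9.55-fold in cPTK7/726-1070 cells. Matrix protein genes read lower, with a median log2 fold of -0.26 over 32 genes, below all of 10000 random lists, and 4 of them fell, among them COL5A1 (2.92-fold) and THBS1 (2.69-fold). The replication-dependent histone genes had a median of -0.52 with none of 11 called. Of the 21 pairs of arrays, HT1080 and cPTK7/622-1070 were the closest. Without normalization between arrays, with a floor of 200 and any probe, a setting chosen after seeing the data, 22 genes were up and 9 down, and without background correction 18 were up and 14 down and the histone median was -0.32. With the median of the 7 arrays as the reference, the matrix median was 0, as was that of all detected genes. PXDN (log2 fold 0.54) and COL5A1 (0.04) then read higher in these cells. PXDN fell in all 6 lines and COL5A1 in 5, so for them this reference is a lowered line. The signs are thus no reversal of the falls against HT1080 cells.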

The top up-regulated gene was cadherin-11 (CDH11).

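CDH11, an adhesion molecule gene, rose 4.72-fold in cPTK7/622-1070 cells (8.32-fold with the median of the 7 arrays as the reference), the largest rise of a gene that was detected in both HT1080 and cPTK7/622-1070 cells. NLRP7, a gene of the NOD-like receptor family that was not detected in HT1080 cells, rose at least 8.03-fold. The germ-cell gene TEX19 rose 4.18-fold, LAIR2 at least 4.17-fold and TSSC2 3.88-fold. Of 37 cancer/testis genes, 5 rose and none fell, including VCX (3.43-fold), VCX3A (3.19-fold) and VCX3B (2.79-fold). These related genes read 6977, 6905 and 5970, so they may not be separate changes, and the list median was 0.05.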

### Validation of the microarray data by immunoblotting

In our immunoblotting studies, the use of goat and rabbit antibodies against the N- and C-terminal portions of PTK7, respectively, and also the V5 and FLAG antibodies allowed us to discriminate the naturally expressed PTK7 from the recombinant tagged constructs. This analysis confirmed the efficient PTK7 silencing in shPTK7 cells (Figure 3D). Both the naturally expressed and overexpressed PTK7 were efficiently presented at the cell surface in HT1080 and PTK7 cells, respectively. Consistent with our earlier data [23], the cell surface levels of Chz were low because of its efficient shedding by MT1-MMP. Cell surface endogenous PTK7 levels were relatively low in both sPTK7 and cPTK7/726-1070 cells, suggesting that the recombinant constructs affected the cell surface presentation of the full-length membrane pseudokinase. Immunoblotting with the FLAG antibody confirmed that there were the comparable levels of expression of the PTK7, sPTK7 and Chz constructs in the respective cells. Immunoblotting with the V5 antibody demonstrated the proteolysis of the cPTK7/622-1070 construct. As a result of this proteolysis, the cPTK7/622-1070 construct was partially converted into the γ-secretase-dependent species similar to cPTK7/726-1070.

We then employed immunoblotting to validate the levels of the selected genes, up- and down-regulation of which was detected by the genome-wide transcriptional profiling of the respective cells. Thus, the cadherin-11 (CDH11) gene expression was up-regulated 3.9- and 6-fold in cPTK7/622-1070 and cPTK7/726-1070 cells, respectively, and down-regulated 2.9-fold in both PTK7 and sPTK7 cells. 

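CDH11 was measured by 1 probe. Its background-corrected signal was 449 in HT1080 cells, 3877 in cPTK7/726-1070 cells and 2121 in cPTK7/622-1070 cells, an 8.63-fold rise in cPTK7/726-1070 cells. It was not detected in PTK7 or sPTK7 cells, where it was at least 7.38-fold and at least 7.56-fold lower than in HT1080 cells. In shPTK7 and Chz cells it read 1.77-fold and 1.76-fold lower, short of the cutoff. In the closest pair of arrays, 95% of genes in the range of brightness that holds the mean CDH11 signal differed by less than 1.49-fold, and 95% of those in the next dimmer range by less than 1.90-fold. Without background correction, the bound in PTK7 cells was 2.95-fold and in sPTK7 cells 2.97-fold, and with the median of the 7 arrays as the reference the rise in cPTK7/726-1070 cells was 15.2-fold.

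**Figure D4:**
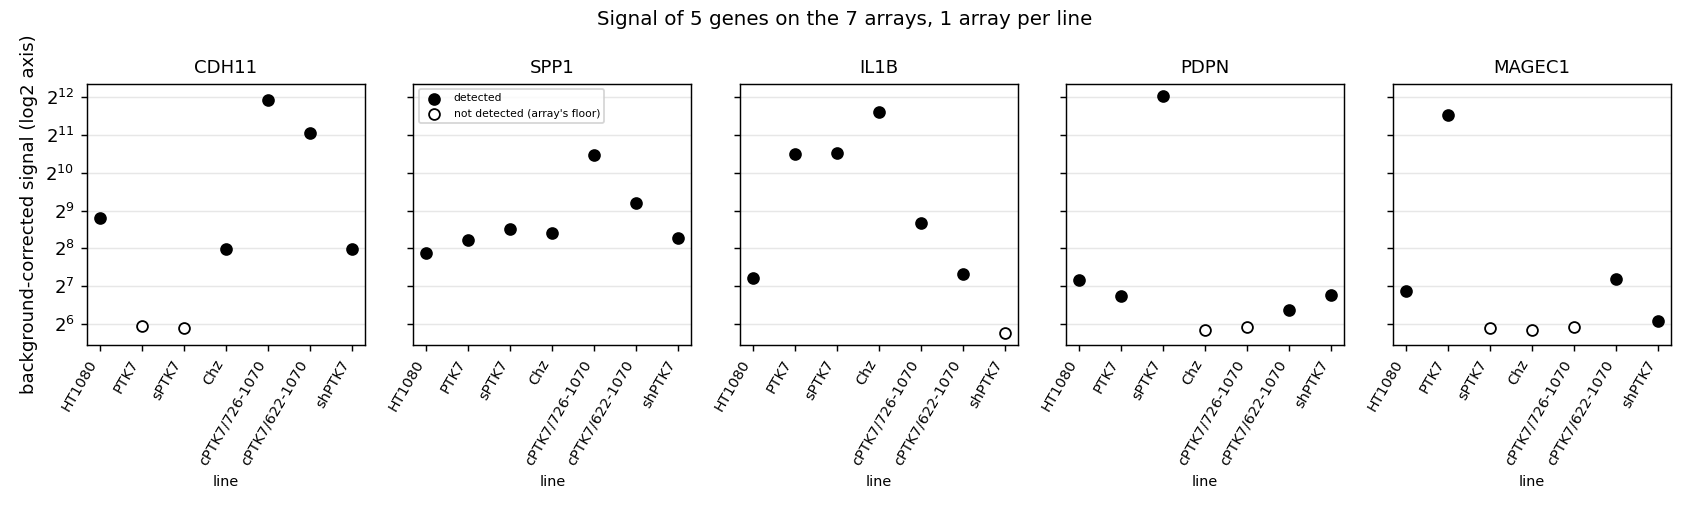
Background-corrected signal (log2 axis) of CDH11, SPP1, IL1B, PDPN and MAGEC1 on the 7 arrays, 1 point per line, with open points where the gene was not detected and its signal is the array's floor. CDH11 stands at 3877 in cPTK7/726-1070 cells and at the floor in PTK7 and sPTK7 cells.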

In agreement, cadherin-11 protein was significantly elevated in cPTK7/622-1070 and cPTK7/726-1070 cells, and decreased in PTK7 and sPTK7 cells. Cadherin-11 plays an important role in osteogenesis, epithelial-to-mesenchymal transition and bone metastasis [24-26], and is functionally linked to osteopontin (SPP1), a bone-specific protein. In agreement, the levels of osteopontin increased in cPTK7/622-1070, cPTK7/726-1070 and Chz cells relative to other cell types.

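IL1B, the gene of the inflammatory cytokine interleukin 1 beta, was measured by 1 probe, with a background-corrected signal of 148 in HT1080 cells and 3127 in Chz cells, a 21.1-fold rise. It rose 9.68-fold in PTK7 cells, 9.87-fold in sPTK7 cells and 2.76-fold in cPTK7/726-1070 cells. In shPTK7 cells it was not detected and was at least 2.76-fold lower, and in cPTK7/622-1070 cells it read 1.08-fold higher, short of the cutoff. Without background correction the rises were 11.3-fold in Chz cells, 5.46-fold in PTK7 cells and 5.56-fold in sPTK7 cells. They were 7.64-fold, 3.51-fold and 3.58-fold with the median of the 7 arrays as the reference. That median is the cPTK7/726-1070 signal itself, so this setting says nothing about the rise in those cells.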

According to the microarray data, IL1B was up-regulated 12.8-, 5- and 5-fold in Chz, PTK7 and sPTK7 cells, respectively. In agreement, immunoblotting recorded a significant IL1B increase in PTK7, sPTK7 and Chz cells. An inflammatory IL1B cytokine is involved in cancer onset and progression [27,28].

Our microarray results suggested that podoplanin (PDPN) was up-regulated 13-fold in sPTK7 cells. 

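The PDPN signal rose 29.5-fold, from 144 in HT1080 cells to 4243 in sPTK7 cells, by the brighter of its 2 probes. The other probe was not detected on any array. In Chz and cPTK7/726-1070 cells PDPN was not detected and was at least 2.55-fold and at least 2.39-fold lower, while in PTK7 cells it read 1.35-fold lower, short of the cutoff. Without background correction the rise in sPTK7 cells was 15.4-fold.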

In agreement, our immunoblotting studies revealed that the PDPN expression was greatly elevated in sPTK7 compared with other cell types. PDPN, a mucin-type transmembrane protein, is important to embryo development and epithelial-to-mesenchymal transition. PDPN is frequently upregulated in metastatic cancers to induce RhoA activity and promote cell migration and invasion [29-31]. In agreement, our previous data suggest that RhoA is significantly activated in sPTK7 cells, potentially, *via* the PDPN-dependent mechanism [21].

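MAGEC1 rose 25.5-fold in PTK7 cells, from a background-corrected signal of 116 in HT1080 cells to 2974, and its second probe, not detected in HT1080 cells, rose at least 52.0-fold. In Chz cells it was not detected and was at least 2.06-fold lower. Other cancer/testis genes also rose in PTK7 cells, 5 of 37 in all with none that fell, including VCX2 (5.16-fold) and PAGE1 (4.38-fold). VCX2 and VCY, also among them, read 5048 and 5033, so they may not be separate changes. Without background correction the MAGEC1 rise in PTK7 cells was 12.1-fold, and with the median of the 7 arrays as the reference 44.2-fold.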

As the microarray data demonstrated, MAGEC1 (melanoma antigen family C1) expression was up-regulated 14-fold in PTK7 cells. Consistently, the MAGEC1 levels were elevated in PTK7 cells. MAGEC1 belongs to cancer/testis (CT) antigen family. The expression of MAGEC1 is frequently elevated in a variety of cancers [32,33].

### Phospho-kinase array

To get a deeper insight into the PTK7-dependent regulation of cell signaling, we employed the Proteome Profiler Human Phospho-Kinase Array. The use of this array permits a comparative analysis of 43 kinase phosphorylation sites.

Our array data suggested that the PTK7 transcriptional silencing decreased phosphorylation of p38a (T180/Y182), ERK1/2 (T202/Y204, T185/Y187), Akt (S473, T308), c-Jun (S63) and CREB (S133) in shPTK7 cells and increased phosphorylation of p53 (S15) relative to the HT1080 cell control transfected with the scrambled shRNA construct (Figure 4). The levels of β-catenin were also decreased. A decrease in phosphorylation of c-Jun (S63) and in the β-catenin protein levels were recorded in sPTK7 cells.

**Figure 4:**
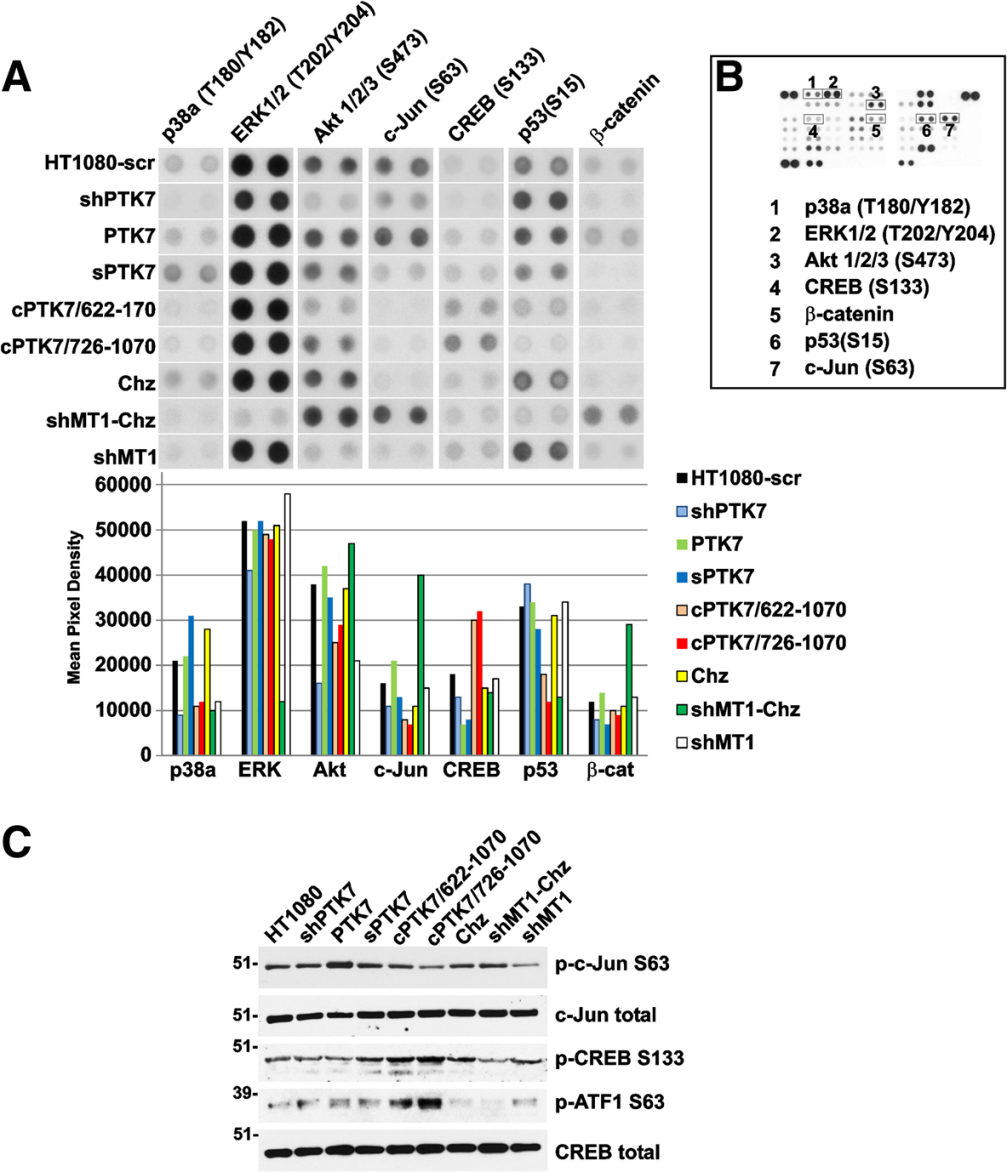
**Protein phosphorylation profiling. A**. *Top panel,* Protein phosphorylation profiling of p38a (T180/Y182), ERK1/2 (T202/Y204), Akt 1/2/3 (S473), CREB (S133), β-catenin protein, p53 (S15) and c-Jun (S63) in HT1080-scr, shPTK7, PTK7, sPTK7, cPTK7/622-1070, cPTK7/726-1070, Chz, shMT1-Chz and shMT1 cells. The spots were scanned and digitized. Pixel density of the spots is shown by the graphs in the bottom panel. **B**. A representative array of the HT1080 cell sample. The spots (boxed) of p38a (T180/Y182), ERK1/2 (T202/Y204), Akt 1/2/3 (S473), CREB (S133), β-catenin protein, p53 (S15) and c-Jun (S63) are numbered. **C**. Western blotting of phosphorylated and total cell c-Jun, CREB and ATF1 in HT1080, shPTK7, PTK7, sPTK7, cPTK7/622-1070, cPTK7/726-1070, Chz, shMT1-Chz and shMT1 cells.

A significant increase in phosphorylation of CREB (S133) and a decrease in p38a (T180/Y182) and c-Jun (S63) were recorded in cPTK7/726-1070 cells. In a way that is similar with cPTK7/726-1070 cells, enhanced and repressed phosphorylation of CREB (S133) and c-Jun (S63) were the characteristic features of cPTK7/622-1070 cells, respectively. In shMT1-Chz cells, the most evident was the reduced phosphorylation of ERK1/2 (T202/Y204, T185/Y187) and p53 (S15) relative to Chz and shMT1 cells. On the contrary, the levels of phosphorylated Akt (S473, T308) and c-Jun (S63) and of the total β-catenin protein increased in shMT1-Chz cells.

To corroborate the kinome array data, we analyzed the levels of p-c-Jun (S63) and p-CREB (S133) in the total cell lysate of HT1080, shPTK7, PTK7, sPTK7, cPTK7/622-1070, cPTK7/726-1070, Chz, shMT1-Chz and shMT1 cells (Figure 4C). We also determined levels of ATF1, a transcription factor closely related to CREB. In agreement with the kinome array data, p-c-Jun phosphorylation was enhanced in PTK7 cells as compared with HT1080 cells, and also in shMT1-Chz cells relative to shMT1 cells. In addition, we recorded an increase in p-CREB (S133) and p-ATF1 (S63) in cPTK7/622-1070 and cPTK7/726-1070 cells as compared with other cells. To further support the increased levels of β-catenin we observed in the kinome array in PTK7 cells, we performed immunostaining of HT1080 and PTK7 cells. As expected, the increased β-catenin immunoreactivity at the cell-to-cell contacts was readily observed in PTK7 cells but not in HT1080 cells (Figure 5).

**Figure 5:**
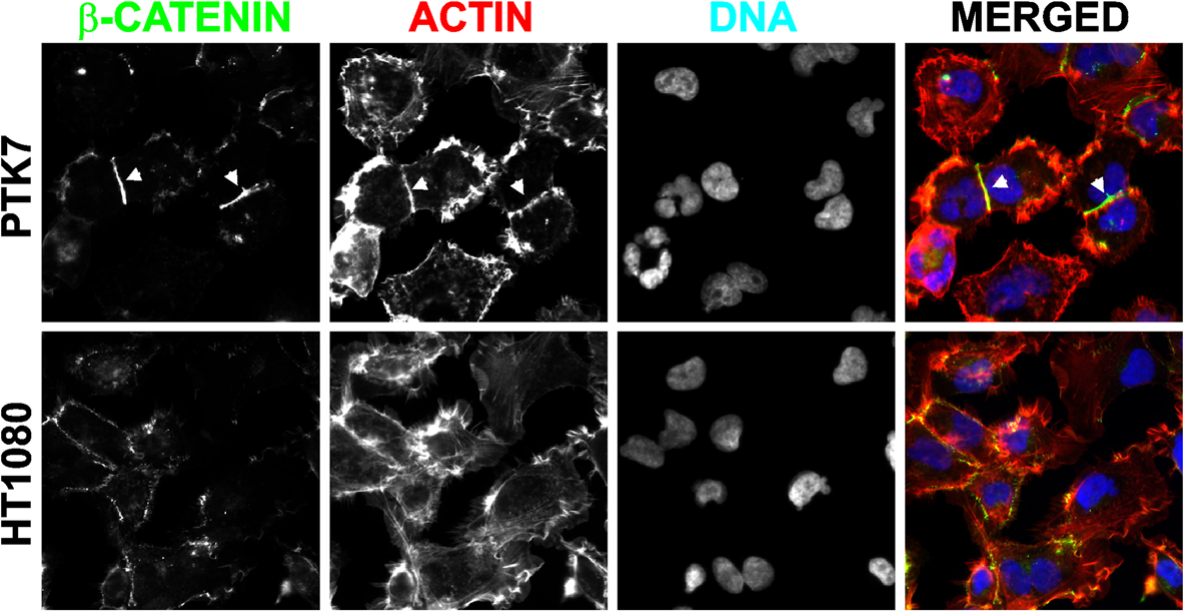
**Immunostaining of β-catenin in HT1080 and PTK7 cells.** Cells were stained using the β-catenin monoclonal antibody. The actin cytoskeleton was stained using Alexa Fluor 594-conjugated phalloidin. DAPI, the nuclei. Arrows indicate the β-catenin immunoreactivity accumulation in the cell-to-cell contacts in PTK7 cells.

The data, especially when combined, led us to conclude that the N-terminal ectodomain and the C-terminal cytoplasmic portions differentially regulate multiple signaling pathways. The summary of our data and the predicted regulatory signaling pathways are presented in Figure 6.

**Figure 6:**
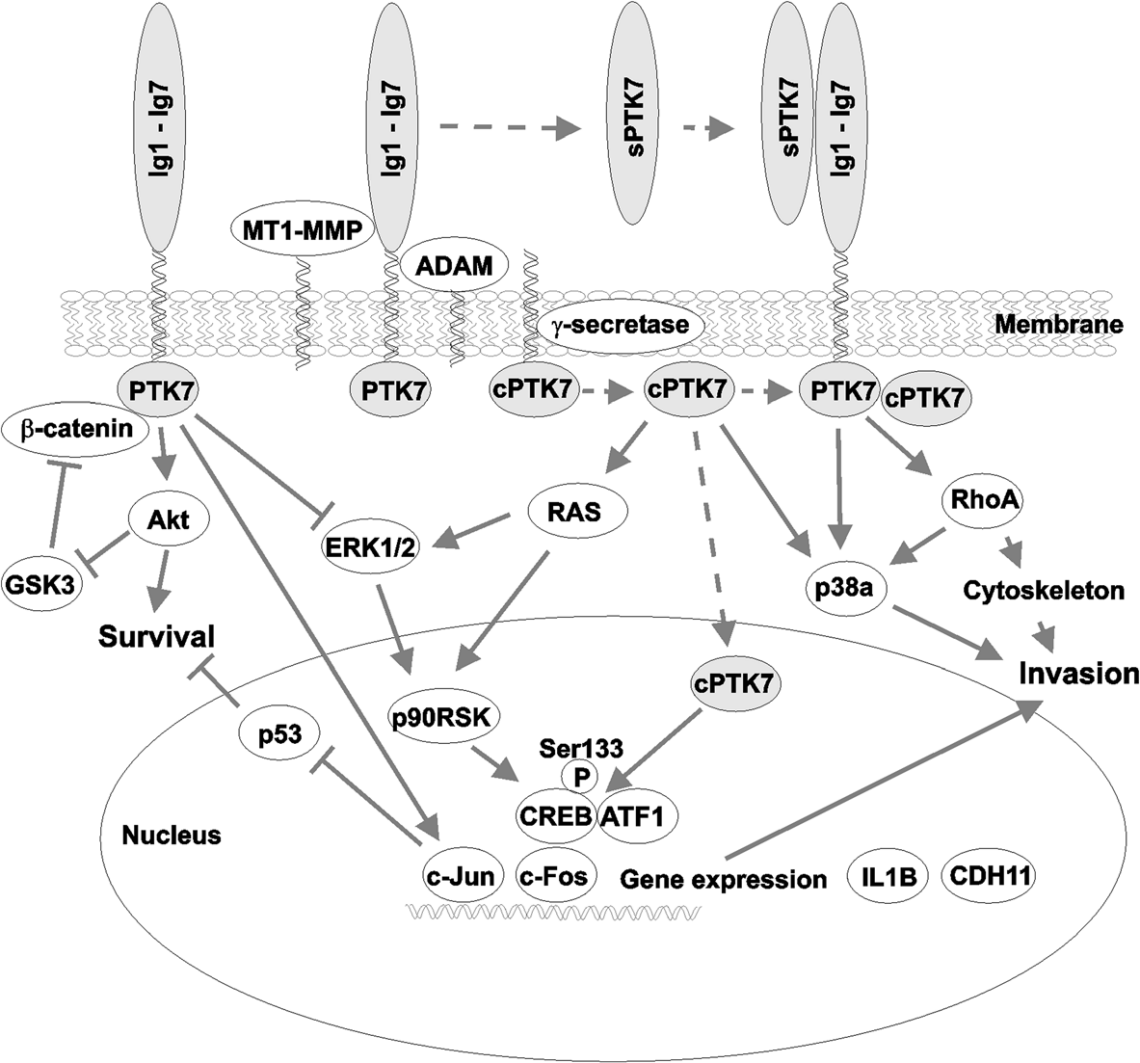
**PTK7 signaling.** The pathways and the key proteins are predicted based on the results of our genome-wide transcriptional and protein phosphorylation profiling. Our data suggest that the stabilized full-length membrane PTK7 up-regulates the Akt and c-Jun pathways, and down-regulates the p53 pathways leading to the cell survival signaling. Full-length PTK7 also suppresses ERK and CREB-mediated gene expression and cell motility. The proteolysis of PTK7 ectodomain (Ig1-Ig7) by MT1-MMP and ADAMs generates the soluble sPTK7 form. The subsequent cleavage of the C-terminal membrane PTK7 fragment by γ-secretase releases the intracellular domain (cPTK7). The soluble sPTK7 species binds the full-length membrane PTK7 and activates the RhoA [21] and p38a pathways, which regulate the actin cytoskeleton and the expression of the migratory genes, including IL1B. The intracellular PTK7 domain fragment, cPTK7, enters the cell nucleus and induces the RAS/p90RSK/CREB signaling resulting in the CREB and ATF1 phosphorylation at Ser133 and Ser63, respectively, and the expression of the pro-migratory genes, including cadherin-11 (CDH11). We hypothesize that the ratio of the full-length membrane PTK7 to the N-terminal and the C-terminal PTK7 proteolytic fragments acts as a switch, which establishes the downstream signaling pathways that control cell survival and motility.

## Discussion

Pseudokinase PTK7, a functionally important regulator of Wnt pathways [1-6], is a subject of the multi-step proteolysis in multiple cell/tissue types [11,21-23]. PTK7 levels need to be tightly controlled to enable migration of HT1080 cancer cells. The full-length membrane PTK7 has a pronounced anti-migratory effect in HT1080 cells while its proteolysis reverses this anti-migratory effect and facilitates cell locomotion. The recent data suggest that proteolysis of the full-length membrane PTK7 involves MT1-MMP, ADAMs and γ-secretase [11,21-23]. The resulting multiple and stable digest fragments of PTK7 may be either liberated into the extracellular milieu or retained on the plasma membrane or released into the cytoplasm and then transported into the nucleus. We hypothesized that certain PTK7 fragments display a distinct, albeit currently unknown, function relative to intact PTK7. To test this hypothesis, we employed fibrosarcoma HT1080 cells, which expressed the full-length membrane PTK7 or its truncated and mutant forms that corresponded to the PTK7 digest fragments. We also used the cells in which PTK7 and MT1-MMP were transcriptionally silenced. The analysis of PTK7 expression suggests that the PTK7 proteolytic fragments modulate the full-length PTK7 cell surface presentation and function.

We demonstrated that MT1-MMP silencing in shMT1-Chz cells inhibited proteolytic processing of the Chz mutant and both induced accumulation of the full-length Chz at the cell surface and markedly reduced cell invasion [11]. Thus, we used the shMT1-Chz cells to reveal the signaling by the stabilized full-length PTK7. Based on the phospho-kinase array analysis of shMT1-Chz cells, we now suggest that the stabilized full-length PTK7 up-regulates Akt and c-Jun signaling. It is well documented that Akt regulates cellular survival pathways, inhibits GSK3 and modulates Wnt signaling [34,35]. c-Jun is a proto-oncogene that represses p53 transcription, protects cells from apoptosis and induces cell cycle progression [36]. In agreement, the levels of p53 (S15) were reduced while the levels of β-catenin were elevated in shMT1-Chz cells. It was also demonstrated by others that PTK7 silencing induced apoptosis in colon cancer HCT-116 cells, reinforcing that PTK7 regulates cell survival [37].

Furthermore, our analysis of the signaling pathways predicted that WNT3A and CTNNB1 (β-catenin) were inhibited in PTK7 cells, suggesting that β-catenin was stabilized by PTK7 and was not efficiently translocated into the cell nucleus. The recent study that documented direct interactions between PTK7 and β-catenin supports our data [4]. In agreement, our results indicated an accumulation of the β-catenin immunoreactivity at the cell-to-cell junctions in PTK7 cells. Interestingly, the sPTK7 construct reduced both the level of phosphorylated c-Jun (S63) and the β-catenin level, suggesting an antagonistic role of sPTK7 relative to the full-length PTK7. We hypothesize that the c-Jun activity is specifically induced by the intact full-length PTK7. On the contrary, both C-terminal PTK7 forms reduced the levels of c-Jun (S63) and induced phosphorylation of CREB (S133) and ATF1 (S63), a transcription factor similar to CREB. Phosphorylation at Ser133 activates the CREB transcriptional activity [38,39]. In agreement, our IPA analysis of the differentially expressed genes in cPTK7/726-1070 cells predicted the activation of HRAS, KRAS and FGF1, the upstream pathways that control CREB activity [40]. Overall, it is likely that MT1-MMP proteolysis of PTK7, ADAM and γ-secretase promotes cancer progression by stimulating the CREB activity. Notably, CREB activity is elevated in metastatic cancers [41,42] and essential to embryo development and neurogenesis [43]. It is tempting to hypothesize that the activation of CREB by the C-terminal PTK7 fragments contributes to both normal embryogenesis and cancer. CREB activity is also regulated by CREB-binding protein (CBP or CREBBP). Consistently, our gene array analysis predicted the down-regulation of the CREBBP pathway in PTK7 cells, suggesting further that the CREB pathway is differentially regulated by the full-length PTK7 and the C-terminal PTK7 fragments.

In addition, the C-terminal PTK7 species up-regulated cadherin-11 (also called OB-cadherin), a calcium-dependent cell-cell adhesion molecule and a mesenchymal cell marker [24]. Cadherin-11 is expressed in the mesoderm-derived tissues, associated with the epithelial-to-mesenchymal transition, and regulates osteogenesis [25] and cancer metastasis to the bone [26]. Cadherin-11 is also involved in cell migration in embryogenesis [24,25,32]. It is likely that PTK7 and cadherin-11 interact in embryogenesis and regulate similar developmental processes. Furthermore, PTK7 and cadherin-11 are predicted to be co-expressed by the CoexpressDB open source software.

## Conclusions

Overall, by using genome-wide transcriptional and phospho-kinase profiling of the cell samples, we determined that the full-length membrane PTK7 and its N-terminal and C-terminal proteolytic fragments differentially regulate multiple genes and proteins involved in cell motility. These differences were most evident in the phosphorylation levels of p38a, ERK, Akt, c-Jun, CREB, ATF1, p53, and in the β-catenin and cadherin-11 protein levels. Our data correlate well with the results in other receptor tyrosine kinases and support the general idea about the distinct functions of the full-length receptor and its intracellular domain (ICD) fragment [44]. The results generated from our model system will shed more light on the PTK7 functionality in both physiological and pathological conditions.

## Methods

### Antibodies and reagents

General reagents were purchased from Sigma-Aldrich (Saint Louis, MO, USA). A goat polyclonal AF4499 antibody against the N-terminal 31–199 portion of PTK7, a goat polyclonal antibody to IL1B and a rabbit polyclonal antibody to pCREB (S133) were from R&D Systems (Minneapolis, MN, USA). A mouse monoclonal antibody to the V5 tag was from Invitrogen (Carlsbad, CA, USA) A mouse monoclonal M2 antibody to the FLAG tag was from Sigma-Aldrich. The rabbit polyclonal antibodies to cadherin-11 (CDH11, OB-cadherin) and α-tubulin, rabbit monoclonal antibodies to CREB, podoplanin and p-c-Jun (S63), and a mouse monoclonal antibody to c-Jun were from Cell Signaling Technology (Danvers, MA, USA). A rabbit monoclonal antibody to p-ATF1 (S63) was from Abcam (Cambridge, MA, USA). The mouse monoclonal antibodies to osteopontin (SPP1) and MAGEC1 were from EMD Millipore (Temecula, CA, USA) and Santa Cruz Biotechnology (Dallas, TX, USA), respectively. The species-specific HRP-conjugated secondary antibodies were from Fitzgerald Industries (Acton, MA, USA).

### Cells, cloning and mutagenesis

Human fibrosarcoma HT1080 cells (HT1080 cells) were from ATCC (Manassas, VA, USA). HT1080 cells transfected with the full-length 1–1070 PTK7 containing the C-terminal FLAG tag (PTK7 cells), the N-terminal 1–694 fragment with the C-terminal FLAG tag (sPTK7 cells) and the C-terminal 726–1070 fragment with the V5-HIS tag (cPTK7/726-1070 cells) were described earlier [11,21,23]. Cells in which the transcription of the MT1-MMP gene was silenced using the shRNA construct (shMT1 cells) were characterized earlier [11,45]. The C-terminal 622–1070 membrane fragment (cPTK7/622-1070 cells) that corresponded to the MT1-MMP cleavage fragment of the full-length membrane PTK7 was generated by PCR using the full-length wild-type PTK7-1 cDNA (OriGene, Rockville, MD, USA) as a template, and 5′-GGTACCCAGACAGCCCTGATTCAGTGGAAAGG-3′ and 5′-CGGCTTGCTGTCCAC-3′ as the forward and reverse primers, respectively. The 1–30 PTK7 signal peptide sequence was amplified using 5′-CACCATGGGAGCTGCGCGGGGATC-3′ and 5′-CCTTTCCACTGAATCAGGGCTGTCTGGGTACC-3′ as the forward and reverse primers, respectively, and then the signal peptide sequence was inserted at the N-terminus to ensure delivery of the cPTK7/622-1070 construct to the plasma membrane. The resulting secretory cPTK7/622-1070 construct was sub-cloned into the pcDNA3.1D/V5-His-TOPO vector (Invitrogen) and then used to stably transfect HT1080 cells using Lipofectamine LTX (Invitrogen). Stably transfected cells were selected in the presence of G418 (200 μg/ml). Cell expression of the cPTK7/622-1070 construct was confirmed using Western blotting with the V5 antibody.

The 29-mer shRNA constructs in the retroviral RFP vector (pRFP-C-RS) (Origene; catalog number TF200451) were used to silence the endogenous PTK7 in HT1080 cells. Following Lipofectamine LTX transfection of the cells with the vector, the RFP-positive cells were selected using a cell sorter. Selected cells were then grown in the presence of puromycin (2 μg/ml). Immunoblotting with the goat polyclonal PTK7 antibody was used to select the silenced clones. Three selected clones with the silenced PTK7 were pooled together (shPTK7 cells). Similarly, the scrambled shRNA constructs were used to generate the HT1080-scr cell control.

### Invasion assay

The invasion assay was performed in triplicate in wells of a 24-well Transwell plate with an 8-μm pore size membrane [11]. The membranes of the Transwell inserts were coated with type I collagen (30 μg/well, BD Biosciences, San Jose, CA, USA). Cells (1 × 10^5^/well) in serum-free DMEM (0.1 ml) were placed into the upper chamber. The 10% fetal bovine serum (FBS)-containing DMEM (used as a chemoattractant, 0.6 ml) was placed in the lower chamber. Serum-free DMEM (0.6 ml) was used as a control. Cells were allowed to invade for 3.5 h. The cells were stained for 10 min with 0.2% crystal violet/20% methanol (0.3 ml). The cells on the upper membrane surface were removed with a cotton swab. The dye from the cells that migrated onto the lower surface of the membrane was extracted with 1% SDS (0.25 ml). The resulting A570 nm was measured using a plate reader.

### Genome-wide transcriptional profiling and data analysis

Cells (1 × 10^4^/ml) were plated in DMEM-10% FBS in a 100-mm dish and grown for 72 h to produce a subconfluent culture. Total cellular RNA was extracted using a Direct-zol RNA MiniPrep kit (Zymo Research, Irvine, CA, USA). Biotin-labeled cRNA samples were prepared using an RNA Amplification Kit (Life Technologies, Grand Island, NY, USA). The labeled cRNA (750 ng) was hybridized for 18 h at 58°C to the HumanHT-12 v4 Expression BeadChip with over 46,000 gene transcripts (Illumina, San Diego, CA, USA). BeadChips were then developed using fluorolink streptavidin-Cy3 (GE Healthcare, Piscataway, NJ, USA). Array chips were scanned using an Illumina BeadArray Reader. The initial data extraction and normalization were performed using the BeadArray Reader and GeneSpring GX software (Agilent, Santa Clara, CA, USA). The differentially expressed genes (compared to parental HT1080 cells) were identified based on the Welch’s t test and -fold difference of the expression level (cutoff >2-fold difference, p-value <0.05). Heatmaps and hierarchical clustering were generated using the GenePattern open-source software package (Broad Institute, Cambridge, MA, USA). The pathway and functional analyses were conducted using the Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems, Redwood City, CA, USA). The microarray data were deposited to the Gene Expression Omnibus (GEO) data base with the accession number GSE53340.

### Human phospho-kinase array

The phosphorylation profile was analyzed in the cells using the Proteome Profiler Human Phospho-Kinase Array (R&D Systems). Cells (1 × 10^4^/ml) were plated in DMAM-10% FBS in a 100-mm dish and grown for 72 h to produce a subconfluent culture. Cell lysate samples (0.5 mg; 1.5 mg/ml each) were applied per array set comprised of two nitrocellulose membranes with the spotted capture antibodies. The bound material was detected using the biotinylated antibodies followed by streptavidin conjugated with horseradish peroxidase. The chemiluminescent signal was acquired using the HyBlot CL autoradiography film (Denville, South Plainfield, NJ, USA). The film was scanned and digitized. Pixel density of the spots was quantified using the ImageJ software.

### Cell surface biotinylation and total cell lysates

Cell surface proteins were biotinylated by incubating cells for 1 h on ice in PBS containing 0.1 mg/ml EZ-Link sulfosuccinimidyl 2-(biotinamido)-ethyl-1,3-dithiopropionate (Thermo Fisher Scientific, Rockford, IL, USA). Cells were lysed in 20 mM Tris–HCl buffer, pH 7.4, containing 150 mM NaCl, 1% deoxycholate, 1% octylphenoxypolyethoxyethanol (IGEPAL), protease inhibitor mixture set III, 1 mM phenylmethylsulfonyl fluoride and 10 mM EDTA. Biotinylated proteins were then captured using streptavidin-agarose beads. Biotinylated proteins were eluted from the beads using 2X SDS sample loading buffer (125 mM Tris–HCl, pH 6.8, containing 4% SDS, 0.005% bromophenol blue, 20% glycerol and 20 mM DTT).

For preparation of the total cell lysate samples, cells were lysed using the cell lysis buffer of the Proteome Profiler Human Phospho-Kinase Array kit (R&D Systems). The samples were centrifuged at 4°C (14,000 rpm, 15 min). The protein concentration in the supernatant samples was adjusted to 1.5 mg/ml. The sample aliquots (30 μg total protein each) were separated by SDS-gel electrophoresis in the 4-12% gels and analyzed by immunoblotting with the specific primary antibodies followed by the horseradish peroxidase-conjugated species-specific secondary antibody and the SuperSignal West Dura extended duration substrate (Thermo Fisher Scientific). The chemiluminescent signal was acquired using the HyBlot CL autoradiography film.

### Cell immunostaining

Cells grown on a microscope coverglass (Thermo Fisher Scientific) were fixed using 4% *p*-formaldehyde, permeabilized using 0.1% Triton X-100, and blocked in 1% casein. Cells were stained using the primary monoclonal mouse antibody to β-catenin (1:1,000 dilution) (Becton Dickinson, Franklin Lakes, NJ, USA) for 16 h at 4°C followed by Alexa Fluor 488-conjugated anti-mouse secondary antibody (1:500 dilution). The Alexa Fluor 594-conjugated phalloidin (1:500 dilution) (Thermo Fisher Scientific) was used to visualize the actin cytoskeleton. The specimens were mounted in the Vectashield mounting medium with 4′,6-diamidino-2-phenylindole (DAPI) (Vector Laboratories, Burlingame, CA, USA). Images were acquired using an Olympus BX51 fluorescence microscope equipped with a MagnaFire digital camera and MagnaFire 2.1C software (Olympus, Center Valley, PA, USA).

## Abbreviations

ADAM: A disintegrin and metalloprotease; Chz: Chuzhoi mutant of PTK7; ICD: Intracellular domain; MT1-MMP: Membrane type-1 matrix metalloproteinase; PCP: Planar cell polarity; PTK7: Protein tyrosine kinase 7; cPTK7/622-1070 and cPTK7/726-1070: The C-terminal, cytoplasmic 622–1070 and 726–1070 fragments of PTK7; Respectively; sPTK7: The N-terminal soluble PTK7 fragment; shMT1: MT1-MMP knockout; shPTK7: PTK7 knockout.

## Competing interests

Authors declare that there are no competing interests.

## Authors’ contributions

VSG carried out the studies. VSG and AYS wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Genome-wide transcriptional profiling of Chz, shPTK7, cPTK7/622-1070, cPTK7/726-1070, sPTK7 and PTK7 cells relative to the parental fibrosarcoma HTR1080 cells. Click here for file

Additional file 2: Table S2 Genome-wide transcriptional profiling of the cell migration-related genes in Chz, shPTK7, cPTK7/622-1070, cPTK7/726-1070, sPTK7 and PTK7 cells relative to the parental fibrosarcoma HTR1080 cells. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

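Gene expression was measured in HT1080 fibrosarcoma cells and in 6 lines derived from them, shPTK7, PTK7, Chz, sPTK7, cPTK7/726-1070 and cPTK7/622-1070, on Illumina HumanHT-12 v4 BeadChips, with 7 arrays on 1 chip and 1 array per line. The control array is called parental in the paper and carries the label of a scrambled control in the deposited records, and each line was compared with it.

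The non-normalized file holds the intensity of each of 47230 probes as the mean signal of its beads, extracted by the authors with the BeadArray Reader and not normalized between arrays, per the file headers and the array medians, which differ. Beside each intensity the same file gives a detection p value, as deposited by the authors, which is the share of the array's negative control probes at least as bright. The authors' normalized table holds intensities on a linear scale, normalized between arrays by the authors with software the methods name (BeadArray Reader and GeneSpring GX) by a method the text does not name; its quartiles are nearly equal on all 7 arrays and each array keeps the rank order of its non-normalized signals.

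The non-normalized signals were background-corrected with the normal-exponential model of limma 3.58.1 in R 4.3.3 (function neqc), with the background inferred from the detection p values because no control probes are listed, an offset of 16, quantile normalization over the 7 arrays and log2. Probes were joined to genes through the probe annotation and a table of gene names and symbols, which gave 30112 probes with 1 gene and 20046 genes, each represented by its probe with the highest mean log2 signal. Signals below an array's lowest signal with a detection p under 0.05 were raised to it, so a fold with an undetected dimmer array is a lower bound. No fold of a single gene is given when both arrays are undetected. Such genes do enter the correlations and list medians, at the ratio of the 2 arrays' floors, so a list median can be such a ratio. A gene was called when it differed at least 2-fold from HT1080 cells and had a detection p under 0.05 on the brighter array. The methods of the paper also name Welch's t test; it was not run, because the files hold no bead errors or bead numbers and 1 array per line allows no test across samples, so no p is given for a gene. Between 19045 and 20515 probes were detected per array, and the number of arrays limits the precision. Everything else was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

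Similarity of the lines was described by Pearson correlations of log2 folds over the 13589 genes detected on at least 1 array and by average-linkage clustering on 1 minus the Pearson correlation of log2 signals centred per gene. Shared genes are given as a percent of the shorter list with a Wilson interval. The interval treats genes as independent draws and measures no spread between arrays or cultures. Because all folds share the HT1080 array, 100 simulations of unchanged lines against 1 noisy control were run with the spread of the closest pair of arrays, HT1080 and cPTK7/622-1070, taken by brightness. That pair differs in its cells too, so its spread bounds the technical noise from above. With this spread 175 genes were called in an unchanged line on average (142 to 209), a number that cannot be set beside the 196 calls of cPTK7/622-1070 cells because it comes from them.

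A total of 24 gene lists were described: matrix proteins, integrins, cadherins and catenins, pericellular proteases and inhibitors, SRF and contractile genes, YAP/TEAD targets, Wnt/beta-catenin targets, planar cell polarity and Wnt receptor components, p53 targets, CREB targets, ERK feedback and output genes, inflammatory cytokines and NF-kB targets, interferon-stimulated genes, cholesterol synthesis, hypoxia-induced genes, ATF4 and unfolded protein response genes, cell cycle genes, cancer/testis antigens, BEX, TCEAL and ARMCX genes, epithelial markers, leukocyte and blood markers, endothelial markers, replication-dependent histones and reference genes. They were fixed before the arrays were seen but after Tables S1 and S2 of the paper had been read. For each list the median log2 fold of its detected members was ranked among 10000 random lists of the same size drawn from 20 bins of brightness, as a description and not a test across samples. The genes named were PTK7, every gene the Results text names for a line, the 5 called genes with the largest rise and the 5 with the largest fall per line, up to 4 called members per list, and CDH11, IL1B, PDPN, MAGEC1 and SPP1 with all probes. This rule was set in advance, with the values of Tables S1 and S2 seen. The genes outside Table S1 that the closing part on single genes names follow a rule set later.

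Processing was tested on simulated data for Chz against HT1080 cells, with 67 genes changed by 2.5-fold, 67 by 4-fold and 66 by 8-fold. Of these 86.6%, 100% and 98.5% were called, at median folds of 2.39, 3.85 and 6.96, with 44 unchanged genes called, fewer than with the spread of the closest pair. Without background correction 64.2%, 92.5% and 86.4% were called, at median folds of 2.16, 3.11 and 5.68, with 0 unchanged genes called. The changed genes were drawn from probes with a detection p under 0.01 on each of the 7 real arrays. These rates therefore do not cover dimmer genes or bounds against an undetected array.

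Alternatives set in advance changed the background correction, the offset (50), the scaling (75th percentile), the values (authors' normalized table), the floor, the detection filter (none, or a detection p under 0.01), the probe rule (any probe, or the mean of detected probes), the reference (median of the 7 arrays), the cutoff (3-fold), the denominator of overlaps, the genes correlated and the kind of correlation. Another 4 alternatives were added after the folds of Table S1 had been set beside the signals: non-normalized signals with a floor of 200 and any probe, with or without a detection filter, the same with the brightest probe, and the authors' normalized table with a floor of 200 and any probe. The limits used to say that a value moved were also set after the files had been seen: 0.1 for a correlation, a ratio of 1.5 for a count, the Wilson interval for an overlap, 1 SD of random lists for a list median, for which a change of sign was counted apart only where the median lay outside percentiles 2.5 to 97.5 of random lists, and the spread of the closest pair at the gene's brightness for a fold.

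No files cover the invasion assays, immunoblots, immunostaining or phospho-kinase arrays, and the pathway predictions made with commercial software were not repeated, so sentences on these have no added data. A further item of the paper's text is not reported here.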

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

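The genes below were chosen after the calls had been made, as those with the largest called rise and the largest called fall in each line among genes that Table S1 does not list, and no explanation was tested for any of them. Each value rests on 1 array per line, and folds given as "at least" are bounds against an array on which the gene was not detected.

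In shPTK7 cells, the inflammatory cytokine gene IL6 was at least 4.16-fold higher than in HT1080 cells, and SFRP1, which encodes a secreted Wnt antagonist, was at least 4.65-fold lower. SFRP1 was also at least 4.21-fold lower in sPTK7 cells and at least 4.16-fold lower in cPTK7/726-1070 cells.

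PIK3CG, which encodes a catalytic subunit of phosphoinositide 3-kinase, was at least 5.59-fold lower in PTK7 cells and at least 6.03-fold lower in Chz cells. PINLYP was at least 4.53-fold higher in PTK7 cells, and ADAMTS2, a procollagen-processing protease gene, at least 3.75-fold higher in Chz cells.

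SH2D4A was at least 4.35-fold higher in sPTK7 cells. CYP4F2, a cytochrome P450 gene, was at least 5.28-fold higher in cPTK7/726-1070 cells. In cPTK7/622-1070 cells BAGE5 was 3.56-fold higher, detected on both arrays, and PRDM1, a transcriptional repressor gene, was at least 4.08-fold lower.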

How the results depend on the processing

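The 4 settings with a floor of 200 were chosen after the folds of Table S1 had been set beside the deposited signals, and every other setting before the data were examined. Of the results compared, 81 correlations moved by less than 0.1, 29 overlaps stayed inside their Wilson interval, 70 counts of changed genes stayed within 1.5 times the value reported, 170 counts of genes named in the paper's text and 453 counts of genes of Table S2 did so, and 1453 list medians moved by less than 1 SD of random lists. In contrast, 13 correlations, 19 overlaps, 110 counts of changed genes, 10 counts of genes named in the text, 87 of Table S2 and 558 list medians moved further, and 2 correlations and 5 medians of lists outside the central 95% of random lists changed sign. Folds of single called genes other than the folds the paper prints moved beyond the spread of the closest pair of arrays in 84 cases to a larger and in 1565 cases to a smaller size, and 2 changed sign, PXDN (log2 fold 0.54) and COL5A1 (0.04) in cPTK7/622-1070 cells with the median of the 7 arrays as the reference. Both genes fell in most lines, so for them that reference is itself lowered. The lowest detected signal of an array was 192 to 203, above the median signal of 174 to 185, so a fold against an array below this signal is a bound. The median log2 fold of all detected genes lay more than 0.1 from 0 with 75th percentile scaling (PTK7 0.13, Chz -0.15, cPTK7/726-1070 0.11), a detection p under 0.01 (shPTK7 -0.10, Chz -0.16, cPTK7/726-1070 0.10), any probe (PTK7 0.11) and no normalization with a floor of 200 and any probe (cPTK7/726-1070 -0.10), and list medians at these settings are to be read against it. In clustering of the 7 arrays, sPTK7 and Chz were nearest and formed a branch with PTK7 at each of the 9 settings clustered, while shPTK7 and the C-terminal fragments formed none with 75th percentile scaling, a detection p under 0.01 or no normalization with a floor of 200 and the brightest probe, and cPTK7/622-1070 and cPTK7/726-1070 were not nearest in the last. Without the HT1080 array, PTK7, sPTK7 and Chz formed no branch without background correction, in the authors' normalized table, or without normalization with a floor of 200 and the brightest probe. In that tree shPTK7 and the C-terminal fragments formed a branch at every setting clustered. Dropping the detection filter changed no count, because the floor already keeps a fold of 2 from 2 undetected signals, so it says nothing about stability, and Welch's t test was not run, because the files used here hold no bead errors or bead numbers. No paired analysis was possible because each line had 1 array. Values that moved or changed sign follow by setting, as log2 for folds and medians, and the cause was not tested for any of them.

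Without background correction, genes up numbered 38 in shPTK7, 118 in PTK7, 78 in Chz, 73 in sPTK7, 56 in cPTK7/726-1070 and 18 in cPTK7/622-1070 cells. Genes down numbered 59 in shPTK7, 180 in PTK7, 78 in Chz, 82 in sPTK7, 56 in cPTK7/726-1070 and 14 in cPTK7/622-1070 cells. Shared genes were 75% for cPTK7/622-1070 and cPTK7/726-1070. Log2 folds were -1.56 for CDH11 in PTK7, 3.60 for MAGEC1 in PTK7, 2.45 for IL1B in PTK7, 3.50 for IL1B in Chz, 2.48 for IL1B in sPTK7, -1.57 for CDH11 in sPTK7, 3.95 for PDPN in sPTK7, 2.77 for CDH11 in cPTK7/726-1070 and 1.94 for CDH11 in cPTK7/622-1070. 2-fold differences numbered 32 for the closest pair and 521 for PTK7 and Chz. In Table S2, called genes that affect migration were 0 up in shPTK7, 0 up in PTK7 and 1 up in Chz, and called anti-migratory genes were 0 up in cPTK7/622-1070, and called pro-migratory genes were 6 down in shPTK7 and 0 down in cPTK7/622-1070. List medians were -0.12 for matrix proteins, -0.064 for cadherins and catenins, -0.17 for inflammatory cytokines and NF-kB targets and -0.72 for replication-dependent histones in shPTK7 cells, -0.32 for matrix proteins, -0.16 for pericellular proteases and inhibitors, 0.44 for CREB targets, 0.12 for cancer/testis antigens and 0.22 for endothelial markers in PTK7 cells, -0.33 for matrix proteins, -0.10 for integrins, 0.039 for pericellular proteases and inhibitors, -0.33 for YAP/TEAD targets, -0.24 for p53 targets, -0.22 for ATF4 and unfolded protein response genes and 0.14 for leukocyte and blood markers in cPTK7/726-1070 cells, -0.17 for matrix proteins, 0.20 for ERK feedback and output genes, -0.11 for inflammatory cytokines and NF-kB targets, 0.14 for endothelial markers and -0.32 for replication-dependent histones in cPTK7/622-1070 cells, -0.074 for cadherins and catenins, 0.14 for CREB targets and 0.12 for inflammatory cytokines and NF-kB targets in Chz cells, -0.14 for cadherins and catenins, 0.033 for pericellular proteases and inhibitors, -0.11 for planar cell polarity and Wnt receptor components and 0.24 for interferon-stimulated genes in sPTK7 cells.

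With an offset of 50, genes up numbered 84 in shPTK7, 169 in Chz, 159 in sPTK7, 111 in cPTK7/726-1070 and 37 in cPTK7/622-1070 cells. Genes down numbered 127 in shPTK7, 151 in Chz, 157 in sPTK7, 134 in cPTK7/726-1070 and 51 in cPTK7/622-1070 cells. Shared genes were 68.2% for cPTK7/622-1070 and cPTK7/726-1070. Log2 folds were -2.35 for CDH11 in PTK7 and -2.37 for CDH11 in sPTK7. 2-fold differences numbered 88 for the closest pair. Of Table S2, called genes that affect migration were 0 up in PTK7, and called anti-migratory genes were 0 up in cPTK7/622-1070, and called pro-migratory genes were 3 down in cPTK7/622-1070. List medians were -0.46 for matrix proteins in PTK7 cells, -0.22 for matrix proteins in cPTK7/622-1070 cells, -0.45 for YAP/TEAD targets in cPTK7/726-1070 cells, 0.25 for CREB targets in Chz cells.

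With 75th percentile scaling, in Table S2, called genes that affect migration were 0 down in cPTK7/726-1070, and called anti-migratory genes were 0 up in cPTK7/622-1070. List medians were -0.25 for matrix proteins, -0.24 for integrins, -0.12 for pericellular proteases and inhibitors, -0.40 for YAP/TEAD targets, -0.015 for cancer/testis antigens and 0.040 for reference genes in shPTK7 cells, -0.18 for matrix proteins, -0.44 for cadherins and catenins, -0.13 for pericellular proteases and inhibitors, 0.22 for CREB targets, 0.030 for ERK feedback and output genes, -0.25 for hypoxia-induced genes, -0.027 for ATF4 and unfolded protein response genes, -0.090 for cell cycle genes, -0.21 for BEX, TCEAL and ARMCX genes of the X chromosome, -0.21 for epithelial markers, 0.014 for leukocyte and blood markers, -0.30 for replication-dependent histones and -0.24 for reference genes in Chz cells, -0.29 for matrix proteins, -0.19 for SRF and contractile genes, 0.16 for hypoxia-induced genes, -0.0031 for cell cycle genes and 0.15 for reference genes in cPTK7/622-1070 cells, -0.070 for integrins, 0.26 for pericellular proteases and inhibitors, 0.069 for Wnt/beta-catenin targets, 0.22 for CREB targets, 0.28 for cancer/testis antigens, 0.28 for epithelial markers, 0.16 for replication-dependent histones and 0.037 for reference genes in cPTK7/726-1070 cells, -0.18 for pericellular proteases and inhibitors, -0.39 for SRF and contractile genes, 0.24 for ATF4 and unfolded protein response genes, -0.14 for cell cycle genes and 0.33 for cancer/testis antigens in PTK7 cells, 0.30 for SRF and contractile genes and -0.086 for cancer/testis antigens in sPTK7 cells.

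In the authors' normalized table, genes up numbered 38 in shPTK7, 118 in PTK7, 81 in Chz, 73 in sPTK7, 56 in cPTK7/726-1070 and 18 in cPTK7/622-1070 cells. Genes down numbered 57 in shPTK7, 181 in PTK7, 77 in Chz, 83 in sPTK7, 57 in cPTK7/726-1070 and 14 in cPTK7/622-1070 cells. Shared genes were 75% for cPTK7/622-1070 and cPTK7/726-1070. Log2 folds were -1.57 for CDH11 in PTK7, 3.59 for MAGEC1 in PTK7, 2.44 for IL1B in PTK7, 3.49 for IL1B in Chz, 2.46 for IL1B in sPTK7, -1.59 for CDH11 in sPTK7, 3.93 for PDPN in sPTK7, 2.73 for CDH11 in cPTK7/726-1070 and 1.92 for CDH11 in cPTK7/622-1070. 2-fold differences numbered 32 for the closest pair and 512 for PTK7 and Chz. Of Table S2, called genes that affect migration were 0 up in shPTK7, 0 up in PTK7 and 1 up in Chz, and called anti-migratory genes were 0 up in cPTK7/622-1070, and called pro-migratory genes were 6 down in shPTK7 and 0 down in cPTK7/622-1070. List medians were -0.14 for matrix proteins, -0.065 for cadherins and catenins, -0.17 for inflammatory cytokines and NF-kB targets and -0.70 for replication-dependent histones in shPTK7 cells, -0.32 for matrix proteins, -0.17 for pericellular proteases and inhibitors, 0.43 for CREB targets, 0.12 for cancer/testis antigens and 0.23 for endothelial markers in PTK7 cells, -0.33 for matrix proteins, -0.11 for integrins, 0.041 for pericellular proteases and inhibitors, -0.34 for YAP/TEAD targets, -0.25 for p53 targets, -0.23 for ATF4 and unfolded protein response genes and 0.14 for leukocyte and blood markers in cPTK7/726-1070 cells, -0.18 for matrix proteins, 0.18 for ERK feedback and output genes, -0.11 for inflammatory cytokines and NF-kB targets, 0.14 for endothelial markers and -0.32 for replication-dependent histones in cPTK7/622-1070 cells, -0.083 for cadherins and catenins, 0.14 for CREB targets and 0.12 for inflammatory cytokines and NF-kB targets in Chz cells, -0.13 for cadherins and catenins, 0.034 for pericellular proteases and inhibitors, -0.11 for planar cell polarity and Wnt receptor components and 0.24 for interferon-stimulated genes in sPTK7 cells.

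With no floor, genes up numbered 276 in shPTK7, 424 in Chz, 345 in cPTK7/726-1070 and 205 in cPTK7/622-1070 cells. Genes down numbered 331 in shPTK7, 400 in Chz, 414 in sPTK7, 367 in cPTK7/726-1070 and 203 in cPTK7/622-1070 cells. Shared genes were 40.7% for cPTK7/622-1070 and cPTK7/726-1070. Log2 folds were -3.52 for CDH11 in PTK7. 2-fold differences numbered 408 for the closest pair. List medians were -0.38 for matrix proteins and -0.44 for epithelial markers in shPTK7 cells, -0.65 for matrix proteins, -0.50 for pericellular proteases and inhibitors, -0.29 for Wnt/beta-catenin targets, -0.31 for planar cell polarity and Wnt receptor components, 0.39 for inflammatory cytokines and NF-kB targets, 0.23 for ATF4 and unfolded protein response genes and 0.31 for cancer/testis antigens in PTK7 cells, -0.14 for matrix proteins, -0.38 for cadherins and catenins, -0.081 for cancer/testis antigens, -0.099 for BEX, TCEAL and ARMCX genes of the X chromosome, -0.24 for epithelial markers and 0.30 for leukocyte and blood markers in sPTK7 cells, -0.34 for matrix proteins, -0.0029 for pericellular proteases and inhibitors, -0.21 for YAP/TEAD targets, -0.12 for Wnt/beta-catenin targets, -0.16 for planar cell polarity and Wnt receptor components, 0.10 for cancer/testis antigens, 0.25 for BEX, TCEAL and ARMCX genes of the X chromosome and -0.17 for epithelial markers in cPTK7/622-1070 cells, -0.074 for pericellular proteases and inhibitors, -0.10 for cholesterol synthesis and -0.10 for epithelial markers in cPTK7/726-1070 cells, -0.25 for Wnt/beta-catenin targets, 0.51 for interferon-stimulated genes, -0.27 for cancer/testis antigens, -0.10 for BEX, TCEAL and ARMCX genes of the X chromosome and 0.46 for leukocyte and blood markers in Chz cells.

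With a detection p under 0.01, genes up numbered 55 in cPTK7/622-1070 cells. Log2 folds were -2.41 for CDH11 in PTK7 and -2.44 for CDH11 in sPTK7. 2-fold differences numbered 124 for the closest pair. List medians were -0.34 for matrix proteins, -0.28 for integrins, -0.34 for cadherins and catenins, -0.30 for pericellular proteases and inhibitors, -0.25 for Wnt/beta-catenin targets, -0.22 for interferon-stimulated genes, -0.20 for BEX, TCEAL and ARMCX genes of the X chromosome, -0.34 for epithelial markers and -0.34 for leukocyte and blood markers in shPTK7 cells, -0.44 for matrix proteins, -0.16 for pericellular proteases and inhibitors, -0.036 for inflammatory cytokines and NF-kB targets, -0.037 for interferon-stimulated genes, 0.13 for cancer/testis antigens, -0.037 for BEX, TCEAL and ARMCX genes of the X chromosome, -0.037 for leukocyte and blood markers and 0.12 for endothelial markers in PTK7 cells, -0.19 for matrix proteins, -0.21 for pericellular proteases and inhibitors, 0.10 for CREB targets, 0.021 for ERK feedback and output genes, -0.056 for inflammatory cytokines and NF-kB targets, -0.064 for ATF4 and unfolded protein response genes, -0.16 for BEX, TCEAL and ARMCX genes of the X chromosome, -0.23 for epithelial markers, -0.23 for leukocyte and blood markers and -0.21 for endothelial markers in Chz cells, -0.066 for matrix proteins, -0.066 for integrins, -0.15 for cadherins and catenins, -0.066 for pericellular proteases and inhibitors, -0.066 for planar cell polarity and Wnt receptor components, -0.066 for cancer/testis antigens, -0.066 for BEX, TCEAL and ARMCX genes of the X chromosome and -0.066 for leukocyte and blood markers in sPTK7 cells, -0.37 for matrix proteins, 0.059 for integrins, -0.020 for cadherins and catenins, -0.42 for YAP/TEAD targets, 0.0071 for planar cell polarity and Wnt receptor components, -0.28 for p53 targets, 0.10 for inflammatory cytokines and NF-kB targets, -0.15 for ATF4 and unfolded protein response genes, 0.10 for leukocyte and blood markers and 0.13 for endothelial markers in cPTK7/726-1070 cells, -0.032 for pericellular proteases and inhibitors, -0.021 for CREB targets, -0.032 for inflammatory cytokines and NF-kB targets, -0.023 for cancer/testis antigens, 0.027 for BEX, TCEAL and ARMCX genes of the X chromosome, -0.032 for epithelial markers and -0.032 for endothelial markers in cPTK7/622-1070 cells.

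With any probe of a gene, log2 folds were 5.70 for MAGEC1 in PTK7. In Table S2, called genes that affect migration were 5 up in Chz and 1 up in sPTK7, and called anti-migratory genes were 1 up in shPTK7, and called pro-migratory genes were 26 up in Chz. List medians were -0.067 for matrix proteins, -0.24 for integrins, -0.20 for planar cell polarity and Wnt receptor components, -0.36 for epithelial markers and 0.043 for reference genes in shPTK7 cells, -0.061 for matrix proteins, 0.48 for SRF and contractile genes, 0.038 for ATF4 and unfolded protein response genes, 0.093 for cancer/testis antigens, -0.099 for BEX, TCEAL and ARMCX genes of the X chromosome, -0.22 for epithelial markers and -0.32 for endothelial markers in sPTK7 cells, -0.33 for matrix proteins, -0.20 for YAP/TEAD targets, 0.10 for cancer/testis antigens, 0.037 for BEX, TCEAL and ARMCX genes of the X chromosome and -0.27 for epithelial markers in cPTK7/622-1070 cells, -0.068 for cadherins and catenins, -0.47 for SRF and contractile genes, 0.27 for interferon-stimulated genes, -0.10 for cholesterol synthesis and -0.50 for ATF4 and unfolded protein response genes in cPTK7/726-1070 cells, -0.37 for pericellular proteases and inhibitors, -0.67 for SRF and contractile genes, -0.29 for Wnt/beta-catenin targets, -0.31 for planar cell polarity and Wnt receptor components, 0.37 for inflammatory cytokines and NF-kB targets, 0.32 for cancer/testis antigens and -0.32 for reference genes in PTK7 cells, 0.12 for YAP/TEAD targets, 0.23 for ATF4 and unfolded protein response genes, -0.29 for cancer/testis antigens, -0.10 for BEX, TCEAL and ARMCX genes of the X chromosome, -0.29 for epithelial markers and -0.23 for reference genes in Chz cells.

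With the mean of detected probes, log2 folds were 5.19 for MAGEC1 in PTK7. Of the genes named in the paper's text, those called were 1 down in Chz. Of Table S2, called genes that affect migration were 1 down in shPTK7 and 0 down in cPTK7/726-1070. List medians were -0.067 for matrix proteins and 0.27 for p53 targets in shPTK7 cells, -0.061 for matrix proteins, 0.0053 for ATF4 and unfolded protein response genes, 0.093 for cancer/testis antigens and -0.052 for BEX, TCEAL and ARMCX genes of the X chromosome in sPTK7 cells, -0.40 for matrix proteins, -0.034 for cadherins and catenins and -0.28 for p53 targets in cPTK7/726-1070 cells, -0.18 for pericellular proteases and inhibitors, -0.22 for planar cell polarity and Wnt receptor components and 0.30 for cancer/testis antigens in PTK7 cells, -0.018 for SRF and contractile genes, -0.18 for inflammatory cytokines and NF-kB targets, 0.037 for BEX, TCEAL and ARMCX genes of the X chromosome, -0.12 for epithelial markers and 0.096 for reference genes in cPTK7/622-1070 cells, 0.11 for YAP/TEAD targets and -0.085 for BEX, TCEAL and ARMCX genes of the X chromosome in Chz cells.

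With the median of the 7 arrays as the reference, genes up numbered 98 in shPTK7, 120 in cPTK7/726-1070 and 50 in cPTK7/622-1070 cells. Genes down numbered 106 in shPTK7, 141 in Chz, 147 in sPTK7, 80 in cPTK7/726-1070 and 20 in cPTK7/622-1070 cells. Shared genes were 35.7% for cPTK7/622-1070 and cPTK7/726-1070, 29.3% for sPTK7 and Chz and 29% for sPTK7 and PTK7. Correlations were 0.15 for cPTK7/622-1070 and cPTK7/726-1070, 0.27 for sPTK7 and Chz, 0.068 for sPTK7 and PTK7, -0.036 for PTK7 and Chz, 0.073 for cPTK7/622-1070 and shPTK7 and -0.025 for cPTK7/726-1070 and shPTK7. Log2 folds were -2.07 for CDH11 in PTK7, 5.46 for MAGEC1 in PTK7, 1.81 for IL1B in PTK7, 2.93 for IL1B in Chz, 1.84 for IL1B in sPTK7, -2.10 for CDH11 in sPTK7, 3.93 for CDH11 in cPTK7/726-1070, 3.06 for CDH11 in cPTK7/622-1070, 0.54 for PXDN in cPTK7/622-1070 and 0.039 for COL5A1 in cPTK7/622-1070. Of the genes named in the paper's text, those called were 4 down in shPTK7 and 1 down in cPTK7/726-1070. In Table S2, called genes that affect migration were 1 down in shPTK7, 0 up in PTK7 and 0 down in cPTK7/726-1070, and called anti-migratory genes were 5 up in Chz, 2 down in sPTK7, 0 down in cPTK7/726-1070 and 0 up in cPTK7/622-1070, and called pro-migratory genes were 6 down in shPTK7, 9 down in Chz, 3 down in cPTK7/726-1070 and 2 down in cPTK7/622-1070. List medians were 0.00 for matrix proteins, 0.0045 for cadherins and catenins, -0.18 for SRF and contractile genes, -0.16 for YAP/TEAD targets, 0.25 for p53 targets, -0.16 for inflammatory cytokines and NF-kB targets, -0.20 for interferon-stimulated genes and -0.66 for replication-dependent histones in shPTK7 cells, -0.17 for matrix proteins, -0.15 for pericellular proteases and inhibitors, -0.19 for SRF and contractile genes, 0.00 for YAP/TEAD targets, 0.35 for p53 targets, 0.26 for CREB targets, 0.25 for ATF4 and unfolded protein response genes, -0.14 for cell cycle genes, 0.14 for endothelial markers and 0.22 for replication-dependent histones in PTK7 cells, 0.00 for matrix proteins, -0.089 for integrins, -0.0081 for cadherins and catenins, 0.0033 for pericellular proteases and inhibitors, -0.25 for SRF and contractile genes, -0.26 for YAP/TEAD targets, 0.00 for planar cell polarity and Wnt receptor components, -0.51 for p53 targets, 0.080 for hypoxia-induced genes, -0.23 for ATF4 and unfolded protein response genes, -0.12 for cell cycle genes and -0.069 for reference genes in cPTK7/726-1070 cells, 0.00 for matrix proteins, 0.00 for integrins, 0.00 for pericellular proteases and inhibitors, 0.00 for SRF and contractile genes, -0.0085 for YAP/TEAD targets, 0.00 for planar cell polarity and Wnt receptor components, -0.23 for p53 targets, -0.055 for CREB targets, 0.080 for ERK feedback and output genes, 0.00 for cholesterol synthesis, 0.16 for hypoxia-induced genes, 0.00 for cancer/testis antigens, 0.0049 for BEX, TCEAL and ARMCX genes of the X chromosome, -0.074 for endothelial markers and -0.42 for replication-dependent histones in cPTK7/622-1070 cells, -0.0093 for cadherins and catenins, 0.48 for SRF and contractile genes, 0.011 for p53 targets, 0.00 for CREB targets, 0.045 for ERK feedback and output genes, 0.010 for inflammatory cytokines and NF-kB targets, 0.027 for cholesterol synthesis and -0.20 for endothelial markers in Chz cells, -0.087 for cadherins and catenins, 0.53 for SRF and contractile genes, 0.19 for YAP/TEAD targets, -0.017 for Wnt/beta-catenin targets, -0.021 for planar cell polarity and Wnt receptor components, 0.12 for p53 targets, 0.00 for CREB targets, -0.20 for cholesterol synthesis, -0.025 for ATF4 and unfolded protein response genes, -0.044 for cell cycle genes and 0.00 for BEX, TCEAL and ARMCX genes of the X chromosome in sPTK7 cells.

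At a 3-fold cutoff, genes up numbered 35 in shPTK7, 102 in PTK7, 57 in Chz, 69 in sPTK7, 45 in cPTK7/726-1070 and 14 in cPTK7/622-1070 cells. Genes down numbered 55 in shPTK7, 143 in PTK7, 72 in Chz, 101 in sPTK7, 49 in cPTK7/726-1070 and 22 in cPTK7/622-1070 cells. Shared genes were 44.2% for sPTK7 and Chz. Of the genes named in the paper's text, those called were 3 up in shPTK7, 23 down in PTK7 (of 46 migration genes), 10 down in PTK7 (of 21 genes of the cytoskeleton and cell contacts), 8 up in Chz and 1 down in cPTK7/726-1070. Of Table S2, called genes that affect migration were 0 up in shPTK7, 1 down in shPTK7, 0 up in PTK7, 4 down in PTK7, 1 up in Chz and 0 down in cPTK7/726-1070, and called anti-migratory genes were 0 down in shPTK7, 2 up in Chz, 2 up in sPTK7, 2 down in sPTK7, 0 down in cPTK7/726-1070 and 0 up in cPTK7/622-1070, and called pro-migratory genes were 2 up in shPTK7, 5 down in shPTK7, 23 down in PTK7, 8 up in Chz, 8 down in Chz, 7 down in sPTK7, 5 down in cPTK7/726-1070, 1 up in cPTK7/622-1070 and 1 down in cPTK7/622-1070.

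Over the union of both lists, shared genes were 19.3% for cPTK7/622-1070 and cPTK7/726-1070, 21.6% for sPTK7 and Chz and 17.5% for sPTK7 and PTK7.

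Over genes called in at least 1 line, correlations were 0.67 for cPTK7/622-1070 and cPTK7/726-1070 and 0.33 for PTK7 and Chz.

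With Spearman's correlation, correlations were 0.41 for cPTK7/622-1070 and cPTK7/726-1070.

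Without normalization between arrays, with a floor of 200 and any probe, genes up numbered 48 in shPTK7, 94 in PTK7, 57 in sPTK7, 38 in cPTK7/726-1070 and 22 in cPTK7/622-1070 cells. Genes down numbered 49 in shPTK7, 234 in PTK7, 58 in Chz, 103 in sPTK7, 124 in cPTK7/726-1070 and 9 in cPTK7/622-1070 cells. Shared genes were 67.7% for cPTK7/622-1070 and cPTK7/726-1070 and 45% for sPTK7 and PTK7. Correlations were 0.37 for sPTK7 and Chz and 0.062 for PTK7 and Chz. Log2 folds were -1.56 for CDH11 in PTK7, 3.84 for MAGEC1 in PTK7, 2.35 for IL1B in PTK7, 3.68 for IL1B in Chz, 2.33 for IL1B in sPTK7, -1.56 for CDH11 in sPTK7, 3.78 for PDPN in sPTK7 and 2.60 for CDH11 in cPTK7/726-1070. Of the genes named in the paper's text, those called were 28 up in Chz. Of Table S2, called genes that affect migration were 0 up in PTK7 and 5 up in Chz, and called anti-migratory genes were 1 down in shPTK7, 14 up in Chz, 2 down in cPTK7/726-1070 and 0 up in cPTK7/622-1070, and called pro-migratory genes were 5 down in shPTK7, 28 up in Chz, 3 up in sPTK7 and 0 down in cPTK7/622-1070. List medians were -0.090 for matrix proteins, -0.031 for integrins, -0.044 for cadherins and catenins, -0.39 for SRF and contractile genes, -0.11 for inflammatory cytokines and NF-kB targets, 0.14 for hypoxia-induced genes, 0.10 for cell cycle genes, 0.087 for cancer/testis antigens, -0.11 for epithelial markers, -0.64 for replication-dependent histones and 0.21 for reference genes in shPTK7 cells, -0.41 for matrix proteins, -0.30 for Wnt/beta-catenin targets, 0.36 for p53 targets, 0.34 for CREB targets, -0.067 for hypoxia-induced genes, -0.041 for epithelial markers, 0.19 for endothelial markers and -0.25 for reference genes in PTK7 cells, -0.057 for matrix proteins, -0.076 for integrins, 0.00 for pericellular proteases and inhibitors, 0.28 for SRF and contractile genes, -0.031 for YAP/TEAD targets, 0.14 for p53 targets, 0.037 for CREB targets, -0.097 for ERK feedback and output genes, 0.021 for inflammatory cytokines and NF-kB targets, 0.19 for interferon-stimulated genes, -0.54 for cholesterol synthesis, -0.12 for hypoxia-induced genes, -0.28 for cell cycle genes, -0.15 for cancer/testis antigens, -0.18 for BEX, TCEAL and ARMCX genes of the X chromosome, -0.14 for epithelial markers, -0.022 for replication-dependent histones and -0.25 for reference genes in sPTK7 cells, -0.41 for matrix proteins, -0.059 for pericellular proteases and inhibitors, -0.56 for SRF and contractile genes, -0.24 for Wnt/beta-catenin targets, -0.013 for CREB targets, -0.16 for ERK feedback and output genes, -0.051 for interferon-stimulated genes, -0.28 for cholesterol synthesis, -0.022 for hypoxia-induced genes, -0.39 for cell cycle genes, 0.00 for cancer/testis antigens, 0.10 for BEX, TCEAL and ARMCX genes of the X chromosome, -0.025 for epithelial markers, 0.027 for leukocyte and blood markers, 0.12 for endothelial markers and -0.36 for reference genes in cPTK7/726-1070 cells, -0.14 for matrix proteins, 0.13 for cadherins and catenins, -0.024 for SRF and contractile genes, -0.0010 for planar cell polarity and Wnt receptor components, -0.064 for inflammatory cytokines and NF-kB targets, -0.12 for cholesterol synthesis, -0.027 for ATF4 and unfolded protein response genes, 0.14 for cell cycle genes, 0.13 for cancer/testis antigens, -0.068 for epithelial markers and -0.26 for replication-dependent histones in cPTK7/622-1070 cells, 0.34 for integrins, -0.059 for cadherins and catenins, 0.13 for pericellular proteases and inhibitors, 0.32 for SRF and contractile genes, 0.25 for YAP/TEAD targets, 0.00 for Wnt/beta-catenin targets, 0.16 for planar cell polarity and Wnt receptor components, 0.27 for CREB targets, 0.023 for cholesterol synthesis, 0.076 for hypoxia-induced genes, 0.21 for ATF4 and unfolded protein response genes, 0.14 for cell cycle genes, -0.051 for cancer/testis antigens and 0.17 for BEX, TCEAL and ARMCX genes of the X chromosome in Chz cells.

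In the authors' normalized table with a floor of 200 and any probe, genes up numbered 40 in shPTK7, 122 in PTK7, 93 in Chz, 75 in sPTK7, 60 in cPTK7/726-1070 and 19 in cPTK7/622-1070 cells. Genes down numbered 58 in shPTK7, 184 in PTK7, 79 in Chz, 84 in sPTK7, 65 in cPTK7/726-1070 and 15 in cPTK7/622-1070 cells. Shared genes were 73.5% for cPTK7/622-1070 and cPTK7/726-1070 and 43.4% for sPTK7 and PTK7. Correlations were 0.11 for PTK7 and Chz. Log2 folds were -1.55 for CDH11 in PTK7, 3.91 for MAGEC1 in PTK7, 2.44 for IL1B in PTK7, 3.49 for IL1B in Chz, 2.46 for IL1B in sPTK7, -1.55 for CDH11 in sPTK7, 3.93 for PDPN in sPTK7, 2.73 for CDH11 in cPTK7/726-1070 and 1.92 for CDH11 in cPTK7/622-1070. In Table S2, called genes that affect migration were 0 up in shPTK7 and 0 up in PTK7, and called anti-migratory genes were 0 up in cPTK7/622-1070, and called pro-migratory genes were 6 down in shPTK7 and 0 down in cPTK7/622-1070. List medians were -0.14 for matrix proteins, -0.042 for integrins, -0.045 for cadherins and catenins, -0.12 for inflammatory cytokines and NF-kB targets, -0.70 for replication-dependent histones and 0.032 for reference genes in shPTK7 cells, -0.36 for matrix proteins, -0.18 for pericellular proteases and inhibitors, -0.24 for Wnt/beta-catenin targets, 0.43 for CREB targets, 0.00 for epithelial markers, 0.22 for endothelial markers and -0.33 for reference genes in PTK7 cells, -0.32 for matrix proteins, -0.14 for integrins, 0.00 for pericellular proteases and inhibitors, -0.34 for YAP/TEAD targets, -0.25 for p53 targets, 0.027 for interferon-stimulated genes, -0.094 for cholesterol synthesis, -0.26 for ATF4 and unfolded protein response genes, 0.00 for epithelial markers and 0.11 for leukocyte and blood markers in cPTK7/726-1070 cells, -0.22 for matrix proteins, -0.0024 for integrins, 0.00 for pericellular proteases and inhibitors, -0.18 for YAP/TEAD targets, 0.18 for ERK feedback and output genes, -0.077 for inflammatory cytokines and NF-kB targets, -0.018 for ATF4 and unfolded protein response genes, 0.083 for cancer/testis antigens, -0.040 for epithelial markers, 0.12 for endothelial markers and -0.32 for replication-dependent histones in cPTK7/622-1070 cells, -0.045 for cadherins and catenins, 0.068 for YAP/TEAD targets, 0.096 for CREB targets, 0.12 for inflammatory cytokines and NF-kB targets and 0.037 for leukocyte and blood markers in Chz cells, 0.00 for pericellular proteases and inhibitors, -0.11 for planar cell polarity and Wnt receptor components, 0.28 for interferon-stimulated genes, -0.025 for ATF4 and unfolded protein response genes and -0.075 for BEX, TCEAL and ARMCX genes of the X chromosome in sPTK7 cells.

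Without normalization between arrays, with a floor of 200 and the brightest probe, genes up numbered 44 in shPTK7, 87 in PTK7, 145 in Chz, 56 in sPTK7, 35 in cPTK7/726-1070 and 20 in cPTK7/622-1070 cells. Genes down numbered 46 in shPTK7, 225 in PTK7, 56 in Chz, 100 in sPTK7, 104 in cPTK7/726-1070 and 9 in cPTK7/622-1070 cells. Shared genes were 72.4% for cPTK7/622-1070 and cPTK7/726-1070 and 44.9% for sPTK7 and PTK7. Correlations were 0.093 for PTK7 and Chz. Log2 folds were -1.56 for CDH11 in PTK7, 3.52 for MAGEC1 in PTK7, 2.35 for IL1B in PTK7, 3.68 for IL1B in Chz, 2.33 for IL1B in sPTK7, -1.56 for CDH11 in sPTK7, 3.78 for PDPN in sPTK7 and 2.60 for CDH11 in cPTK7/726-1070. 2-fold differences numbered 29 for the closest pair and 756 for PTK7 and Chz. Of Table S2, called genes that affect migration were 0 up in PTK7, and called anti-migratory genes were 1 down in shPTK7 and 0 up in cPTK7/622-1070, and called pro-migratory genes were 5 down in shPTK7, 10 down in Chz, 3 up in sPTK7 and 0 down in cPTK7/622-1070. List medians were -0.090 for matrix proteins, -0.046 for integrins, -0.044 for cadherins and catenins, -0.35 for SRF and contractile genes, -0.11 for inflammatory cytokines and NF-kB targets, -0.11 for epithelial markers and -0.64 for replication-dependent histones in shPTK7 cells, -0.38 for matrix proteins, 0.33 for p53 targets, 0.34 for CREB targets, 0.032 for inflammatory cytokines and NF-kB targets, 0.081 for cancer/testis antigens, 0.00 for epithelial markers and 0.19 for endothelial markers in PTK7 cells, -0.078 for matrix proteins, -0.060 for integrins, 0.00 for pericellular proteases and inhibitors, 0.23 for SRF and contractile genes, -0.031 for YAP/TEAD targets, 0.14 for p53 targets, 0.037 for CREB targets, -0.097 for ERK feedback and output genes, 0.021 for inflammatory cytokines and NF-kB targets, 0.15 for interferon-stimulated genes, -0.54 for cholesterol synthesis, -0.12 for hypoxia-induced genes, -0.26 for cell cycle genes, -0.15 for cancer/testis antigens, -0.064 for BEX, TCEAL and ARMCX genes of the X chromosome, -0.14 for epithelial markers, -0.022 for replication-dependent histones and -0.16 for reference genes in sPTK7 cells, -0.41 for matrix proteins, -0.13 for integrins, 0.00 for pericellular proteases and inhibitors, -0.013 for CREB targets, -0.095 for ERK feedback and output genes, -0.011 for interferon-stimulated genes, -0.17 for cholesterol synthesis, -0.011 for hypoxia-induced genes, -0.35 for cell cycle genes, 0.00 for cancer/testis antigens, 0.060 for BEX, TCEAL and ARMCX genes of the X chromosome, 0.00 for epithelial markers, 0.027 for leukocyte and blood markers and 0.12 for endothelial markers in cPTK7/726-1070 cells, -0.12 for matrix proteins, -0.0069 for integrins, -0.0073 for planar cell polarity and Wnt receptor components, -0.036 for p53 targets, -0.064 for inflammatory cytokines and NF-kB targets, -0.12 for cholesterol synthesis and -0.26 for replication-dependent histones in cPTK7/622-1070 cells, 0.26 for integrins, -0.059 for cadherins and catenins, 0.22 for SRF and contractile genes, 0.072 for YAP/TEAD targets, 0.12 for planar cell polarity and Wnt receptor components, 0.27 for CREB targets, 0.023 for cholesterol synthesis, 0.13 for cell cycle genes, -0.0095 for cancer/testis antigens and 0.00 for epithelial markers in Chz cells.

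Without any filter on detection, the values without normalization, with a floor of 200 and any probe, were identical.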

Differences from the paper's values

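Counts are set beside the paper's at its cutoff of 2-fold. The paper also names Welch's t test, which could not be applied here. The paper's counts are those of its text. Its Table S1 holds 99 genes up in PTK7 and 209 up in Chz cells, where the text gives 100 and 210.

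In shPTK7 cells 162 genes were up and 215 down, against the paper's 51 and 52. In sPTK7 cells 250 were up, against the paper's 59, and in Chz cells 240 were down, against the paper's 58. For PTK7 cells, 335 were up against the paper's 100. Each of these 5 counts fell within 1.5 times the paper's without background correction, in the authors' normalized table and at a 3-fold cutoff, which is not the paper's cutoff, and did not with an offset of 50, 75th percentile scaling, no floor, no detection filter, a detection p under 0.01, any probe, the mean of detected probes or the median of the 7 arrays as the reference.

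In PTK7 cells 477 genes were down, against the paper's 247, and the count came within range without background correction, with an offset of 50, in the authors' normalized table and with the median reference, and not with the other 7 of these alternatives. In sPTK7 cells 250 genes were down, against the paper's 105, within range at the same 4 and at the 3-fold cutoff, and not at the other 6.

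For cPTK7/726-1070 cells, 204 genes were up, against the paper's 39, within range without background correction, in the authors' normalized table and at the 3-fold cutoff, and not at the other 8 alternatives. A total of 211 were down, against the paper's 127, within range with an offset of 50, 75th percentile scaling, a detection p under 0.01 and the mean of detected probes, and not at the other 7. For cPTK7/622-1070 cells, 94 were up, against the paper's 22, within range without background correction and in the authors' normalized table, and not at the other 9. There 102 were down, against the paper's 9, and none of the 11 alternatives set before the data were examined came within range.

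CDH11 was at least 7.38-fold lower in PTK7 cells and at least 7.56-fold lower in sPTK7 cells, against the paper's 2.9 for each. IL1B was 9.68-fold higher in PTK7 cells and 9.87-fold higher in sPTK7 cells, against the paper's 5 for each. These 4 folds were within range without background correction, in the authors' normalized table and with the median reference, and not with an offset of 50, 75th percentile scaling, no floor, no detection filter, a detection p under 0.01, any probe or the mean of detected probes. In Chz cells IL1B was 21.1-fold higher, against the paper's 12.8, and in PTK7 cells MAGEC1 was 25.5-fold higher, against the paper's 14. Both were within range without background correction, with an offset of 50 and in the authors' normalized table, and not with the other 7 alternatives for folds. PDPN was 29.5-fold higher in sPTK7 cells, against the paper's 13, within range without background correction and in the authors' normalized table, and not with the other 8.

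Without normalization between arrays and with a floor of 200, every count and fold above fell within range of the paper's value, with any probe, with or without a detection filter, or with the brightest probe and the filter, settings chosen after seeing the values. With any probe this setting drops 22 of the 1036 calls of Table S1 that have a probe, and with the brightest probe 123. The authors' normalized table with a floor of 200 and any probe, also chosen after seeing the values, brought all of them within range except cPTK7/726-1070 up and down and cPTK7/622-1070 down, and drops 260 of those calls. Genes up in Chz cells, 275 against the paper's 210, were within range but left it at several settings. They numbered 78 without background correction, 81 in the authors' normalized table and 93 there with a floor of 200 and any probe. With no floor they numbered 424, with any probe 402 and at the 3-fold cutoff 57.

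The paper places CDH11 at the top of the genes up in cPTK7/622-1070 cells. Here it rose 4.72-fold, and NLRP7, not detected in HT1080 cells, rose at least 8.03-fold.

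Of the genes the paper's text lists as changed, most were called in the listed direction and none in the other, while some were not called. In PTK7 cells 41 of 46 migration genes were called down, but not FNBP1L (1.99-fold lower), APP (1.85-fold), CAV1 (1.81-fold), ITGB1 (1.69-fold) or MAP1B (at least 1.67-fold), and of 21 genes of the cytoskeleton and cell contacts 16 were called, with FERMT2 and SGK1 (1.97-fold lower) also short. With any probe 44 and 19 were called, and with no floor 42 and 17. Without background correction 36 and 16 were called, as in the authors' normalized table. In Chz cells 17 of 28 pro-migratory genes were called up, but not LAMB1, KPNA2, PTPN12, PARP9, AJAP1, MYH9, ETS1, CD44, HMGB1, SDCBP or ALCAM, all of which read higher. The count was 25 with any probe and 18 with the mean of detected probes. It was 12 without background correction and 13 in the authors' normalized table. In cPTK7/726-1070 cells 4 of 6 were called down, 5 with any probe, but not DKK3 (1.26-fold lower) or CAV1 (1.67-fold lower). Without normalization between arrays, with a floor of 200 and any probe, a setting chosen after seeing the values that drops 22 of the 1036 calls, 45 of 46, 20 of 21, 28 of 28 and 6 of 6 were called. With the brightest probe instead the counts were 42, 18, 20 and 4, and in the authors' normalized table with that floor and any probe 38, 17, 18 and 4.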

Other observations

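The tests of the split of up- against down-regulated genes and of differences between cell clones were chosen after the result was seen. The other tests were written beforehand.

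SPP1, the gene of the secreted adhesion protein osteopontin, was 6.08-fold higher in cPTK7/726-1070 cells than in HT1080 cells and higher by 1.32 on the log2 scale in cPTK7/622-1070 cells, and read 1.54-fold higher in sPTK7 and 1.44-fold higher in Chz cells, short of the cutoff. Its second probe was 4.80-fold higher in cPTK7/726-1070 cells and 1.72-fold in cPTK7/622-1070 cells. The PTK7 probe was not detected in cPTK7/726-1070 and cPTK7/622-1070 cells, at least 1.74-fold and 1.83-fold lower than in HT1080 cells. The floors of these arrays allowed no larger fold, so the cutoff could not be reached. In Chz cells the probe read 1.31-fold higher, short of the cutoff. It is not known whether the probe lies within the constructs. Calls of cancer/testis genes differed between lines, with 6 up and 0 down of 37 in cPTK7/726-1070 cells, among them TEX19 (5.13-fold) and VCX (4.27-fold), and 0 up and 6 down in sPTK7 cells. The related genes VCX, VCX3A and VCX3B read 8676, 8882 and 7980 in cPTK7/726-1070 cells, so they may not be separate changes. The list medians were 0.11 in cPTK7/726-1070 and -0.001 in sPTK7 cells, at percentiles 94.2 and 37.3 of random lists. The 0.11 equals the ratio of the floors of the cPTK7/726-1070 and HT1080 arrays and is not a measured change. Of the X-linked BEX, TCEAL and ARMCX genes, BEX1 and BEX2 rose in cPTK7/726-1070 cells (2.23-fold and 2.24-fold), while ARMCX2 fell in Chz (5.70-fold) and sPTK7 cells (11.1-fold). The WNT5A gene of noncanonical Wnt signaling was lower in shPTK7 (2.59-fold), cPTK7/622-1070 (3.23-fold), cPTK7/726-1070 (at least 3.34-fold) and PTK7 cells (2.34-fold), and 3.23-fold higher in Chz cells.

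Among the inflammatory genes, CCL3 rose at least 8.31-fold and CCL3L1 4.81-fold in PTK7 cells, with 5 up and 2 down of 16, and CCL3L1 rose 6.94-fold in sPTK7 cells, with 5 up and 1 down. In shPTK7 and cPTK7/622-1070 cells the median log2 folds of this list were -0.29 and -0.27. Targets of p53 had a median of 0.32 in sPTK7 and -0.39 in cPTK7/726-1070 cells, the latter below all random lists. Stress genes of the ATF4 and unfolded protein response had 3 up and 0 down of 18 in PTK7 cells, with DDIT3 3.21-fold higher, and a median of -0.37 in cPTK7/726-1070 cells. ERK feedback and output genes read highest in cPTK7/622-1070 cells, with a median of 0.29 over 19 genes although 0 were up and SPRY1 fell 2.26-fold. Hypoxia-induced genes had a median of 0.25 in the same cells, and DDIT4 rose 7.06-fold in PTK7 cells. With the median of the 7 arrays as the reference, the medians of the p53 list in sPTK7 (0.12), the ATF4 list in cPTK7/726-1070 (-0.23), the inflammatory list in shPTK7 (-0.16), and the ERK (0.08) and hypoxia (0.16) lists in cPTK7/622-1070 cells lay nearer 0, and that of the p53 list in cPTK7/726-1070 cells lay farther away (-0.51). Without background correction the last was -0.24 and the inflammatory list in cPTK7/622-1070 cells -0.11. Of 28 cell cycle genes none was called in any line, with medians from -0.24 in PTK7 to 0.06 in cPTK7/622-1070 cells. Cadherins and catenins had 0 up and 2 down of 8 in PTK7 cells. The 12 reference genes were not called in any line, with medians from -0.17 to 0.21, and the 5 detected epithelial markers were not called either, with medians from -0.20 to 0.13. Of 6 leukocyte and blood markers only CD68, which many cell types express, was called, up 2.38-fold in Chz, 2.40-fold in sPTK7 and 2.22-fold in cPTK7/726-1070 cells, and of the 3 detected endothelial markers none was called, with medians from 0.09 to 0.61 (0.22 instead of 0.61 without background correction). The 0.13 of epithelial markers (PTK7 cells) and the 0.09 of endothelial markers (sPTK7 cells) equal ratios of array floors and are not measured changes.

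The paper's grouping of sPTK7, Chz and PTK7 against shPTK7 and the C-terminal fragments gave a mean correlation within groups that exceeded the one between groups by 0.16, and the highest of the other 9 groupings gave 0.038. The paper read this grouping from these same arrays, so its rank is not independent evidence. With 10 groupings of 3 against 3 lines, a share under 0.05 cannot be reached.

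In the paper's lists most calls are up in Chz and cPTK7/622-1070 cells and down in PTK7, sPTK7 and cPTK7/726-1070 cells. A floor of 200 with any probe is argued against as the whole cause in Chz cells, because with that floor and probe rule the percent of calls that were up fell by 22.7 points when the authors' normalized signals replaced the non-normalized ones, from 76.8% to 54.1%. Folds taken from signals not normalized between arrays may be the source of the split, since 97.9% of 1036 folds of Table S1 with a probe equal ratios of non-normalized signals raised to 200 within 0.001 on the log2 scale, and 1 fold equals a ratio of the authors' normalized signals. It stays open whether the Chz array is brighter for technical reasons or because a limited set of genes rose, since the median log2 ratio of its non-normalized signals was 0.081, between the limits set for either reading.

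In all, 31 genes changed the same way in at least 5 of the 6 lines, 6 up and 25 down, among them PXDN, TAAR5 and TNFRSF11B, named after their values were seen, which fell in all 6. Noise of the single HT1080 array cannot be told apart from real differences, because unchanged lines simulated against 1 shared noisy control had 26.5 such genes on average, and up to 41 in 100 simulations. The spread used came from the closest pair, HT1080 and cPTK7/622-1070, where noise and real differences are not separated, and bounds the noise from above. The limit set beforehand for noise as the cause was met, but for this reason it is not counted. A difference between the control cells and every transfected line cannot be told apart from an effect common to the constructs, because 0 of the 6 lines lack a PTK7 construct or shRNA.

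PTK7 and Chz cells, which carry the full-length protein without and with the Chuzhoi mutation, were the farthest apart of the 21 pairs of arrays, with 1251 genes at least 2-fold apart. This pair was also the farthest with 75th percentile scaling (1352 genes) and in the authors' normalized table (512 genes), so its rank did not depend on the choice among these normalizations. That result had been set beforehand as going against a shift of brightness between the 2 arrays. Each of these settings already evens out overall brightness, as does the quantile normalization behind the 1251 genes. Their agreement therefore cannot test such a shift as the cause. Differences between cell clones that do not depend on the construct cannot be told apart from an effect of the mutation, because 1 culture of each was profiled and no second clone gives a value to set beside the 1251 genes. An effect of the mutation itself stays open and was not tested.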
